# A feed-forward loop between Toll/NF-κB and Rac1 promotes epithelial to mesenchymal transition of Ras-oncogenic hindgut enterocytes in *Drosophila*

**DOI:** 10.1242/bio.061960

**Published:** 2025-06-17

**Authors:** Myrofora Panagi, Alexandros Galaras, Pantelis Hatzis, Yiorgos Apidianakis

**Keywords:** EMT, Oncogene, Metastasis, Regenerative inflammation

## Abstract

Cancer cell invasion and subsequent metastasis account for most cancer related deaths. However, despite recent progress, there is a need to understand how the main pathways involved in oncogenic cell invasion and metastasis amalgamate into multifunctional networks. Using functional transcriptomic analysis of *Drosophila* Ras oncogenic hindgut enterocytes, we identify a feed-forward loop between the archetypical Toll/NF-κB pathway and Rac1 signalling driving actin cytoskeleton rearrangements, basement membrane degradation, and loss of intercellular adhesion. Our data support a signalling network in which Rac1, Toll and JNK signalling transmit the *Ras^V12^* signal that primes the hindgut enterocytes towards delamination and dissemination. Rac1 induces actin cytoskeleton signalling genes, *Rok*, *sqh*, *Apr2*, and *Apr3*, while JNK induces matrix metalloprotease-mediated basement membrane degradation and Toll induces *snail*-depended E-cadherin repression. Moreover, the Toll pathway positively regulates itself and the Rac1 pathway cytoskeletal genes downstream of the Ras oncogene, but JNK signalling alone does not suffice to induce cell dissemination. Notably, there is a tight crosstalk between Toll and Rac1 signalling that suffices to induce hindgut enterocyte invasiveness and has the key role in transmitting the *Ras^V12^* signal.

## INTRODUCTION

Immune responses play a dual role in tumour development: on the one hand, immune cells are recruited at the tumour site and induce apoptosis and elimination of cancer cells. On the other hand, the continuous release of pro-inflammatory factors establishes a microenvironment permissive to tumour growth. For example, constitutive NF-κB activity is reported in 40% of colorectal cancers and is associated with disease progression and poor outcomes (Lind et al., 2001; Sakamoto et al., 2009; Wu et al., 2015; Yu et al., 2004). NF-κB-mediated upregulation of chemoattractants at the pre-metastatic niche may influence the metastasis site by creating an environment that supports the seeding of tumour cells (Collins et al., 1995; Xia et al., 2014). Moreover, cytokines and growth factors produced by immune and epithelial cells alike elicit regenerative signalling that may feed intestinal dysplasia and tumorigenesis (Panayidou and Apidianakis, 2013; Kux and Pitsouli, 2014; Karin and Clevers, 2016). Chronic exposure to inflammatory responses enhances the accumulation of genetic mutations leading to genomic instability. As a result, cancer cells escape from immune-surveillance and acquire hallmarks of cancer cells (Hanahan and Weinberg, 2011). However, NF-κB signalling within pre-cancerous cells is pleiotropic, inducing cell proliferation, apoptosis, or metastasis depending on additional signalling pathways that are concomitantly activated.

*RAS* oncogene expression is the second most common genetic event in human colorectal cancers, found in more than a third of the metastatic stage cancers (Patelli et al., 2021). Constitutive activation of *RAS* promotes aberrant proliferation and growth, apoptosis, loss of differentiation, and invasiveness (Wan et al., 2019). However, this genetic pleiotropy points to context dependent modes of action of *RAS*, which may hinder anti-cancer drug specificity in the clinic, even if the *RAS* pathway is the drug target itself (Takashima and Faller, 2013). We have previously found that sustained infection facilitates the *Ras^V12^* signalling to induce basal invasion and dissemination of *Drosophila* hindgut cells to distant sites. Infection promotes dissemination by inducing part of the Imd innate immune pathway, upstream of Relish/NF-κB, which converges with *Ras^V12^* signalling on JNK pathway activation and concomitant extracellular matrix degradation (Bangi et al., 2012).

Taking advantage of a *Drosophila* hindgut cell invasion and dissemination model, we pinpoint transcriptional, post-transcriptional, and cellular changes which explain the transition of *Ras^V12^* oncogene-expressing hindgut enterocytes regardless of infection from the normal-healthy to an abnormal-invasive state through a crosstalk between the archetypical Toll/NF-κB and Rac1 signalling.

## RESULTS

### *Ras^V12^* expression induces cytological and morphological alterations in the hindgut

To assess the cytological priming of hindgut enterocytes prior to their delamination upon *Ras^V12^* oncogene expression, we used two markers: (i) F-actin reporter in *w;UAS-Ras^V12^/+;byn-Gal4,tub-Gal80^ts^,UAS-gfp/UAS-lifeact-Ruby* and control flies, and (ii) Fasciclin III (FasIII), a septate junction protein via antibody staining of *w;UAS-Ras^V12^/+;byn-Gal4,tub-Gal80^ts^,UAS-gfp/+* and control flies (Fig. 1D-D′). We find a higher density of F-actin (Fig. 1E,E′,F,F′), and a widespread loss of FasIII in response to *Ras^V12^* expression (Fig. 1I,I′G,G′).

**Fig. 1.**
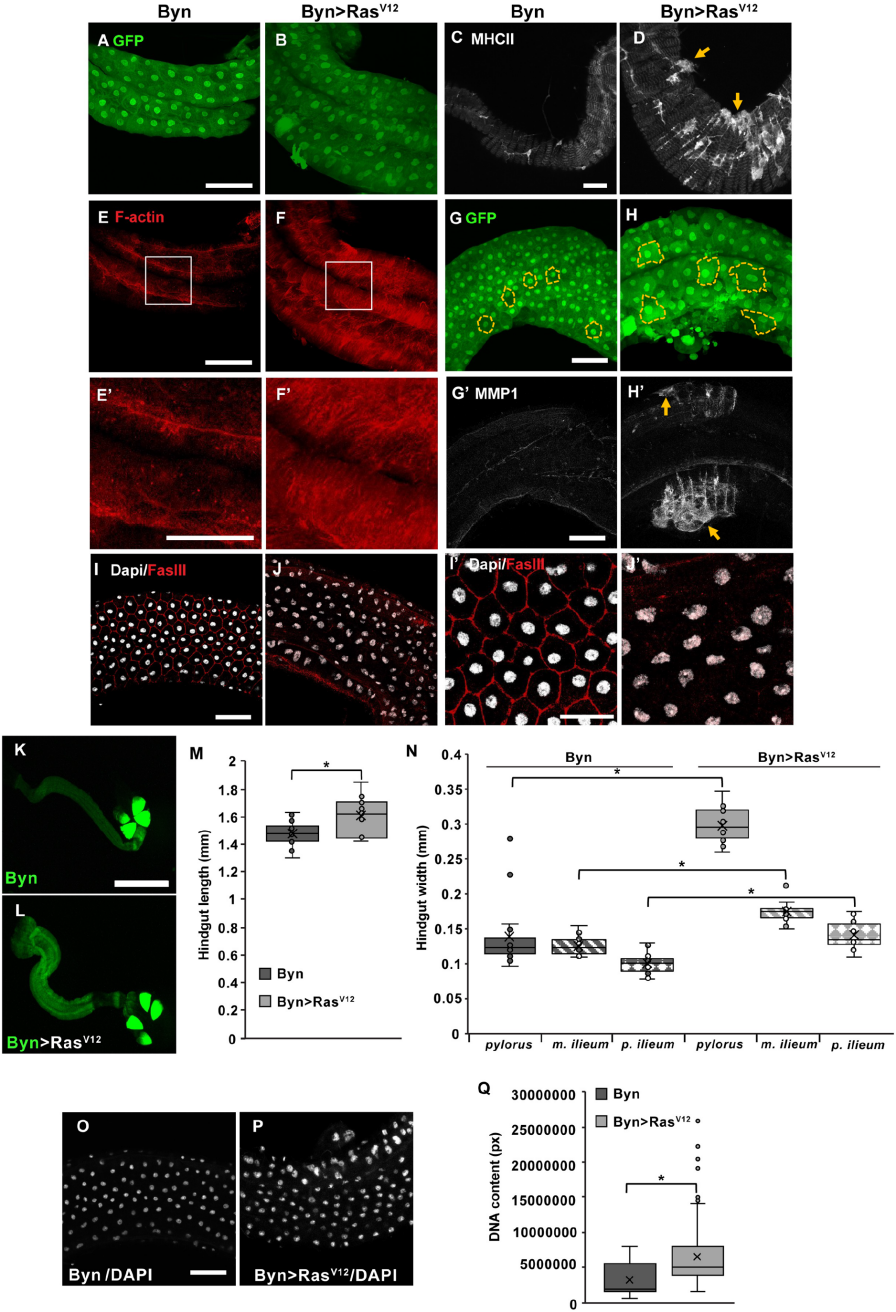
**Cytological and morphological alterations induced by *Ras^V12^* expression in hindgut enterocytes.** (A-I′) Fluorescently marked wild-type control (Byn) and oncogenic (Byn>Ras^V12^) hindguts. (A,B,E-F′) *Ras^V12^* versus control GFP-expressing hindgut enterocytes (A,B) exhibit denser F-actin viewed via the lifeact-Ruby reporter under the same settings (E,F). E′ and F′ correspond to the magnified frames shown in E and F. (C,D) MHCII expression with arrows indicating foci of high MHC II expression in the delamination areas. (G,H,G′H′) *Ras^V12^* expression changes the size and shape of hindgut enterocytes (marked with yellow dashed lines in G,H). MMP1 expression with arrows indicating foci of high MMP1 expression in the delamination areas. (I,J,I′J′) FasIII immunostaining indicating widespread loss of FasIII from *Ras^V12^* enterocytes at standard (I,J) and higher (I′,J′) magnification. FasIII loss is not localized to the delamination areas. (K,L) *Ras^V12^*- and GFP-expressing and control hindguts. (M,N) *Ras^V12^* hindguts are longer and wider (*n*=15-20). (O,P) Representative fluorescence images of DAPI staining at the middle hindgut region. O is the same image as I, showing only DAPI staining. (Q) Nuclear DNA content of *Ras^V12^* expressing versus control hindgut enterocytes (*n*=195-215 nuclei/genotype). Scale bars: 50 μm, error bars: s.d., Student’s *t*-test and one-way ANOVA: *P<0.05.

To assess the invasive characteristics of the oncogenic hindgut enterocytes at the delamination foci, we stained for non-muscle myosin II heavy chain (MHC-II) (Fig. 1C,D), and matrix metalloproteinase 1 (Mmp1) (Fig. 1G,G′,H,H′). We find high MHC II and MMP1 expression in the delamination areas as indicated with arrows in Fig. 1D and H′, respectively.

Noticeably, *Ras^V12^* expressing hindguts are wider and longer than wild type (Fig. 1K-N), which can be partly attributed to increased cell growth via endoreplication, indicated by larger nuclei and higher DNA content per nucleus (Fig. 1O-Q). This is corroborated by the biggest and irregularly shaped enterocytes bearing bigger nuclei, as shown in Fig. 1A,B,G,H,I-J′,O,P. To emphasize, we circumscribe cell borders in Fig. 1G,H with dotted lines. To assess whether the increased width of the ileum is accompanied by more cells, we quantified the number of cells per ileum length and find that *Ras^V12^* expressing hindguts exhibit tentatively higher, that is, 91.3±10.7 s.d. (*n*=7) versus 81.8±23.6 s.d. (*n*=5) of the control per 200 μm of middle ileum length. However, the difference is not significant (*P*=0.52, Mann–Whitney *U*-test). We conclude that the bigger dimensions of the hindgut ileum upon *Ras^V12^* expression are primarily due to enterocyte growth.

### Differential expression of cytoskeleton, innate immunity and stress, and cell polarity and adhesion genes upon *Ras^V12^* expression in the hindgut enterocytes

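RNA was isolated from 3 replicates of 100 hindguts for each of 2 genotypes after 7 days at 29°C. In control hindguts, *byn-Gal4* drives GFP in the hindgut enterocytes under *tub-Gal80 ts*, a temperature-sensitive repressor that blocks Gal4 until the flies are moved to the higher temperature. In the other genotype *byn-Gal4* also drives *Ras V12*, a constitutively active form of the small GTPase Ras. Libraries were prepared with the QuantSeq 3′ mRNA protocol, which reads the end of polyadenylated transcripts, so that the read number of a gene does not grow with its length. The authors sequenced them on an Ion Proton, aligned the reads to dm6 with hisat2 and the unmapped reads with bowtie2, and compared the genotypes through metaseqR2. The paper's text does not state how reads were counted per gene or whether the counting used the strand, so genes that overlap others are less certain.

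The deposited values are whole numbers for 17617 genes in each library. Their totals were 964629, 932389 and 1011488 in control replicates 1, 2 and 3, and 997131, 1007773 and 1031380 in *Ras V12* replicates 1, 2 and 3. The values are normalized counts and not raw reads, because some whole numbers never occur. Between 1 and 60, 17 numbers are missing in control replicate 1 and 15 in control replicate 3, which is the pattern left by multiplying read counts by a factor above 1 and rounding. The factors recovered from these patterns were 1.41, 0.889 and 1.34 for the control replicates and 0.711, 1.02 and 0.736 for the *Ras V12* replicates. They imply 686276, 1049397 and 755575 reads on genes in the control libraries and 1401646, 989371 and 1401141 in the *Ras V12* libraries. Low values were therefore less precise in control replicates 1 and 3 than in the other libraries.

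**Figure D1:**
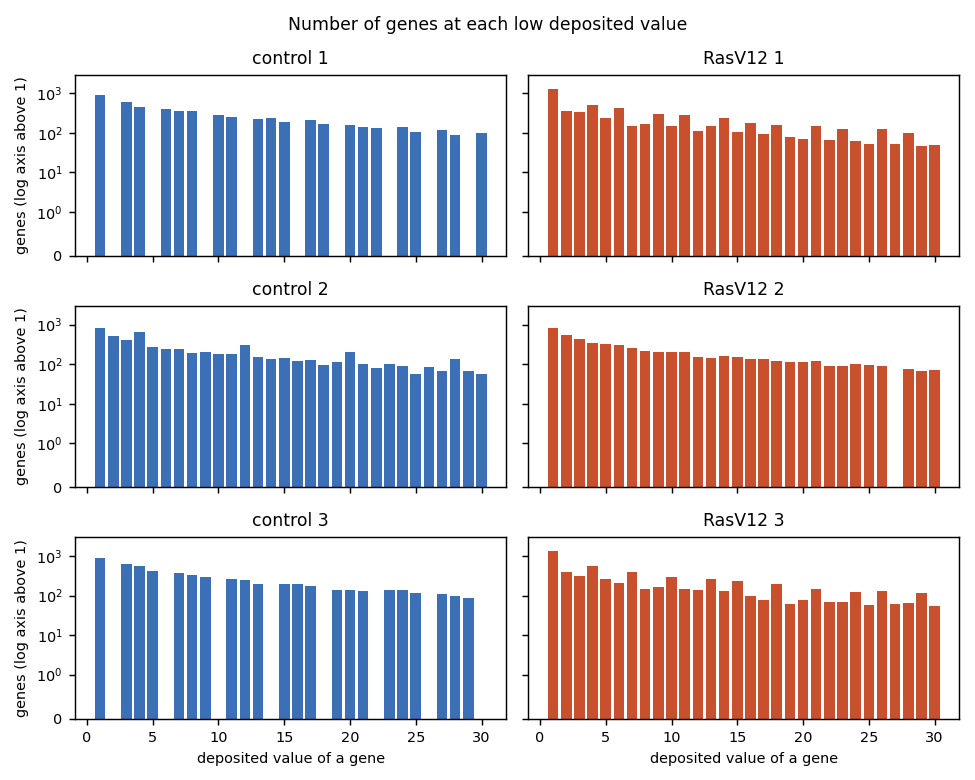
Number of genes (vertical, log axis above 1) at each low deposited value (horizontal, normalized counts) in the control (blue) and *Ras V12* (orange) libraries. Empty positions recur in control replicates 1 and 3, and *Ras V12* replicate 2 lacks the value 27.

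Across genes, which are not independent replicates, the log2 values of libraries of the same genotype had Pearson correlations from 0.815 to 0.949. Every pair of libraries differed by more than the sampling noise of its reads, so no library is a copy of another. The libraries were taken as separate replicates because the labels give them so. *Ras V12* and control libraries were compared with limma on log2(value + 1), with a variance trend over the mean and Benjamini-Hochberg adjustment. The test covered the 7155 genes with a value above 9, the median of all values of genes with any value, in at least 1 library. Fold changes are on this log2(value + 1) scale, which understates the change of genes with low values. Where all 3 libraries of a group lay at or below 3, a fold is given as a lower bound. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1.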

To explore the signalling network involved in the transformation of *Ras^V12^* oncogene-expressing hindgut enterocytes we performed RNA-Seq. Comparison between hindguts expressing *Ras^V12^* in their enterocytes (*w;UAS-Ras^V12^/+;byn-Gal4,tub-Gal80^ts^,UAS-gfp/+*) and control hindguts (*w;;byn-Gal4,tub-Gal80^ts^,UAS-gfp/+*) reveals differentially expressed genes (DEGs) at a *P*-value threshold of 0.05, all off which, but three, exhibited a log2 fold change >1 or <−1. 

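*Ras85D* (FBgn0003205), the gene of the transgene, had normalized counts of 55, 48 and 54 in the control replicates and 85, 96 and 105 in the *Ras V12* replicates. Its log2 fold change was 0.85 (standard error 0.27, limma's adjusted p = 0.0455). The gene lies on chromosome 3R of BDGP6.54 from 9510561 to 9513067. With each library left out in turn its log2 fold change stayed between 0.78 and 0.93, but its adjusted p rose above 0.05 each time, to at most 0.147. The libraries read the end of transcripts, and whether the transgene carries the end of *Ras85D* was not examined. The change of *Ras85D* may therefore not measure the expression of the transgene.

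Of the 7155 genes tested, 2153 had an unadjusted p under 0.05, where 358 would be expected by chance. Among these, 1586 changed by more than 1 on the log2 scale, 871 of them higher and 715 lower in *Ras V12* hindguts, and 567 changed by less. With limma's p adjusted over all genes tested, 1198 genes passed 0.05, of which 647 were higher and 551 lower. In 2357 genes (32.9%) the 3 *Ras V12* libraries did not overlap the 3 control libraries, against 10% by chance. The number of genes with an adjusted p under 0.05 moved most without *Ras V12* replicate 2, to 642.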

Functional annotation reveals 47 deregulated genes within a ‘cytoskeleton’ functional cluster, many of which are small Rho-GTPase (Rho, Rac, Cdc42) signalling genes, including *twinstar* (*tsr*), *actin-related protein 2/3 complex subunit 1*, *actin-related protein 2/3 complex subunit 3A* and *actin-related protein 2/3 complex subunit 5*, *Rho kinase* (*rok*), non-muscle myosin II heavy chain *zipper* (*zip*), and non-muscle myosin II regulatory light chain *spaghetti squash* (*sqh*), as well as FasII and Cortactin (Table S1 and Fig. 2). 

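All 47 genes of the cytoskeleton cluster changed in the direction listed in Table S1. Over all genes tested, 42 of them had an adjusted p under 0.05, and 47 had one when adjusted over the list alone. The study chose the list on these libraries, so neither the shared direction nor either count is independent evidence. *sqh* (FBgn0003514), on chromosome X of BDGP6.54 from 6223061 to 6225140, had 369 ± 70.4 normalized counts (SD, n = 3) in control and 1303 ± 73.2 (SD, n = 3) in *Ras V12* hindguts, a log2 fold change of 1.83 (standard error 0.21, limma's adjusted p = 5.81e-05). *zip* (FBgn0265434 in the files, 2R, 24990570 to 25011965) rose from 166 ± 39.4 to 566 ± 268 (SD, n = 3 each), a log2 fold change of 1.68 (standard error 0.32, limma's adjusted p = 0.00272). The *Ras V12* replicates of *zip* were uneven, with 857, 513 and 329, but all exceeded the highest control value of 202. *tsr* (FBgn0011726, 2R, 24044453 to 24046805) rose from 214 ± 8.08 to 571 ± 38.8 (SD, n = 3 each), with a log2 fold change of 1.41 (limma's adjusted p = 0.000365). For *Rok* (FBgn0026181, X, 16624012 to 16637414) the log2 fold change was 1.35 (limma's adjusted p = 0.0017).

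Of the Arp2/3 complex subunits, *Arpc3A* had a log2 fold change of 2.13 (limma's adjusted p = 0.00183), *Arpc5* of 1.20 (limma's adjusted p = 0.0251) and *Arpc1* of 1.16 (limma's adjusted p = 0.0158). Without *Ras V12* replicate 3, *Arpc5* fell to 0.99 and *Arpc1* to 1.00, and neither passed 0.05. *Arpc5* also lost its call without control replicate 2 or *Ras V12* replicate 2, and *Arpc1* without control replicate 2. *Fas2* had normalized counts of 13, 54 and 20 in control and 119, 119 and 110 in *Ras V12* hindguts, and its log2 fold change was 2.21 (limma's adjusted p = 0.00302). *Cortactin* changed by 2.14 (limma's adjusted p = 0.000833). The 5 genes of the table that did not pass 0.05 over all genes tested were *capu*, *Jupiter*, *Pak*, *Rep* and *spir*, with adjusted p from 0.0505 to 0.101. Without control replicate 3, *capu*, *Jupiter* and *Rep* passed it (limma's adjusted p = 0.00988, 0.00661 and 0.0389).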

Tsr, the cofilin homologue, promotes F-actin turnover and actin depolymerization from the pointed end, Rok is the effector kinase of Rho1, while the Arp2/3 complex is necessary for branched actin nucleation and formation of filopodia and lamellipodia. The relative increase in mRNA levels of *sqh*, *zip*, *Arp2*, *Arp3*, *tsr*, and *Rho1* is further confirmed in RT-qPCR experiments (Fig. 3A,B). 

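Table S2 lists 23 immunity and stress genes, and all 23 changed in the listed direction. Of these, 18 had an adjusted p under 0.05 over all genes tested and 22 when adjusted over the list alone, with the list again chosen by the study on these libraries. Without *Ras V12* replicate 1 the first count was 11.

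Among the genes marked as Toll pathway, *PGRP-SA* (FBgn0030310, chromosome X of BDGP6.54, 11561643 to 11562779) had 6.33 ± 3.21 normalized counts (SD, n = 3) in control and 146 ± 15.0 (SD, n = 3) in *Ras V12* hindguts, a log2 fold change of 4.41 (standard error 0.38, limma's adjusted p = 4.68e-06). *18w* rose from 3.33 ± 2.08 to 42.3 ± 2.89 (SD, n = 3 each; log2 fold change 3.47, limma's adjusted p = 0.000522). Smaller rises were found for *grass* (1.65), *l(2)34Fc* (1.47) and *spirit* (1.19), whose limma adjusted p lay between 0.019 and 0.0374. *grass* lost its call without control replicate 1, *Ras V12* replicate 1 or *Ras V12* replicate 2, and *l(2)34Fc* without any 1 of the *Ras V12* replicates. *spirit* lost it in 5 of the 6 fits that left out a library, with the highest adjusted p of 0.135 without *Ras V12* replicate 1. *psh* changed by 1.83 with a limma adjusted p of 0.0538, which was 0.0269 without control replicate 2. The secreted peptide genes went the other way. *BaraA1* and *BaraA2* had log2 fold changes of −2.70 and −2.82 (limma's adjusted p = 0.000869 and 0.00234), although these are near-identical copies whose reads are hard to assign to 1 of them. *Dso1* fell by 1.33 (limma's adjusted p = 0.0399), a call that was lost in 5 of these 6 fits, with 0.164 without control replicate 2. *BomS3* fell by 1.38 (limma's adjusted p = 0.0576), and had a limma adjusted p of 0.00146 without control replicate 3 and 0.0287 without *Ras V12* replicate 3. *sphe* was uneven in the control, with 83, 31 and 1 in control and 12, 7 and 10 in *Ras V12* hindguts, a log2 fold change of −0.74 (standard error 0.99, limma's adjusted p = 0.657). Without control replicate 1 the change was 0.39, and without control replicate 3 it was −2.31.

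Among the Imd genes, *AttD* (FBgn0038530, 3R, 17625268 to 17626086) had 4, 3 and 5 normalized counts in control and 1165, 1653 and 1269 in *Ras V12* hindguts, a log2 fold change of 8.09 (standard error 0.28, limma's adjusted p = 7.31e-10). *PGRP-SD* changed by 4.77 (limma's adjusted p = 0.000375). *AttA* and *AttB*, another pair of near-identical copies, changed by 6.15 and 5.44, both past an adjusted p of 0.05. *sick* fell by 2.33 (limma's adjusted p = 0.00432). *Dro*, with 1, 5 and 20 against 10, 17 and 63, and *key*, with 8, 8 and 12 against 21, 12 and 41, did not pass 0.05. *Dro* passed it without control replicate 3 (limma's adjusted p = 0.0141) and with the replicate number as a block (0.0285). Of the JNK and p38 genes, *Jra* changed by 1.66 (limma's adjusted p = 0.00275). *Ets21C*, with 0, 1 and 0 in control and 28, 14 and 12 in *Ras V12* hindguts, was at least 6-fold higher, with a limma adjusted p of 0.0674 without *Ras V12* replicate 1. *Rab30* (1.83) and *p38a* (1.48) had limma adjusted p of 0.0421 and 0.0374, and lost the call in 5 and 4 of the 6 fits that left out a library. The highest adjusted p was 0.192 for *Rab30* without *Ras V12* replicate 1 and 0.186 for *p38a* without *Ras V12* replicate 2.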

Innate immunity and stress DEGs include: (i) Toll signalling pathway and target genes, *Gram-positive Specific Serine protease* (*grass*), *spirit*, *spheroide* (*sphe*), *Peptidoglycan Recognition Protein SA* (*PGRP-SA*), *18 wheeler/Toll-2* (*18w*), *Persephone* (*psh*), *l(2)34Fc, IM3* (*BomS3*), *IM4* (*Dso1*) and *Baramicin A1* and *A2* (*BaraA1, BaraA2*), (ii) immune deficiency (Imd) pathway and target genes, *Peptidoglycan Recognition Protein SD* (*PGRP-SD*), *kenny* (*key*), *Attacins A*, *B*, *D* (*AttA*, *AttB*, *AttD*), *Drosocin* (*Dro*) and *Neuron navigator* (*Nav* or *sick*), (iii) JNK pathway and target genes, *Jun-related antigen (Jra*), *Ets at 21C* (*Ets21C*), and *Rab30* (Table S2 and Fig. 2). Cell polarity and adhesion DEGS include: the collagen IV basement membrane genes, *Cg25C* (*Col4a1*) and *viking* (*vkg*), the septate junction genes, *Tetraspanin2A* (*Tsp2A*), *big bang* (*bbg*), *mesh*, *Snakeskin* (*Ssk*) and *lethal (2) giant larvae* (*l(2)gl*), and the matrix metalloproteinases*, Mmp1* and *Invadolysin* (Table S3 and Fig. 2).

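Table S3 lists 24 different genes in 25 rows, and all 24 changed in the listed direction. Over all genes tested, 23 had an adjusted p under 0.05, as did 23 when adjusted over the list alone, which the study likewise chose on these libraries. The first count was 14 without *Ras V12* replicate 1 and 14 without *Ras V12* replicate 2.

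*Col4a1* (FBgn0000299, chromosome 2L of BDGP6.54, 5029609 to 5037279) had 39, 61 and 24 normalized counts in control and 6, 1 and 7 in *Ras V12* hindguts, a log2 fold change of −3.04 (standard error 0.59, limma's adjusted p = 0.00334). *vkg*, which lies beside it from 5012144 to 5028191, had 14, 16 and 5 against 3, 4 and 4. Its log2 fold change of −1.31 had a standard error of 0.63 and a limma adjusted p of 0.181. The septate junction genes all rose. *bbg* changed by 3.25 (limma's adjusted p = 0.00013), *mesh* by 2.81 (limma's adjusted p = 0.00162), *Ssk* by 2.34 (limma's adjusted p = 0.000209) and *l(2)gl* by 1.35 (limma's adjusted p = 0.004). *Tsp2A* had 67, 52 and 4 normalized counts in control and 240, 288 and 229 in *Ras V12* hindguts. Its log2 fold change of 3.27 (limma's adjusted p = 0.0064) became 2.07 without control replicate 3. *Mmp1* (FBgn0035049, 2R, 24671294 to 24688184) rose from 34.7 ± 8.02 to 152 ± 36.1 (SD, n = 3 each), a log2 fold change of 2.10 (standard error 0.30, limma's adjusted p = 0.000379). *Invadolysin* rose from 11.3 ± 6.66 to 94.3 ± 41.7 (SD, n = 3 each), with a log2 fold change of 2.98 (limma's adjusted p = 0.000522).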

**Fig. 2.**
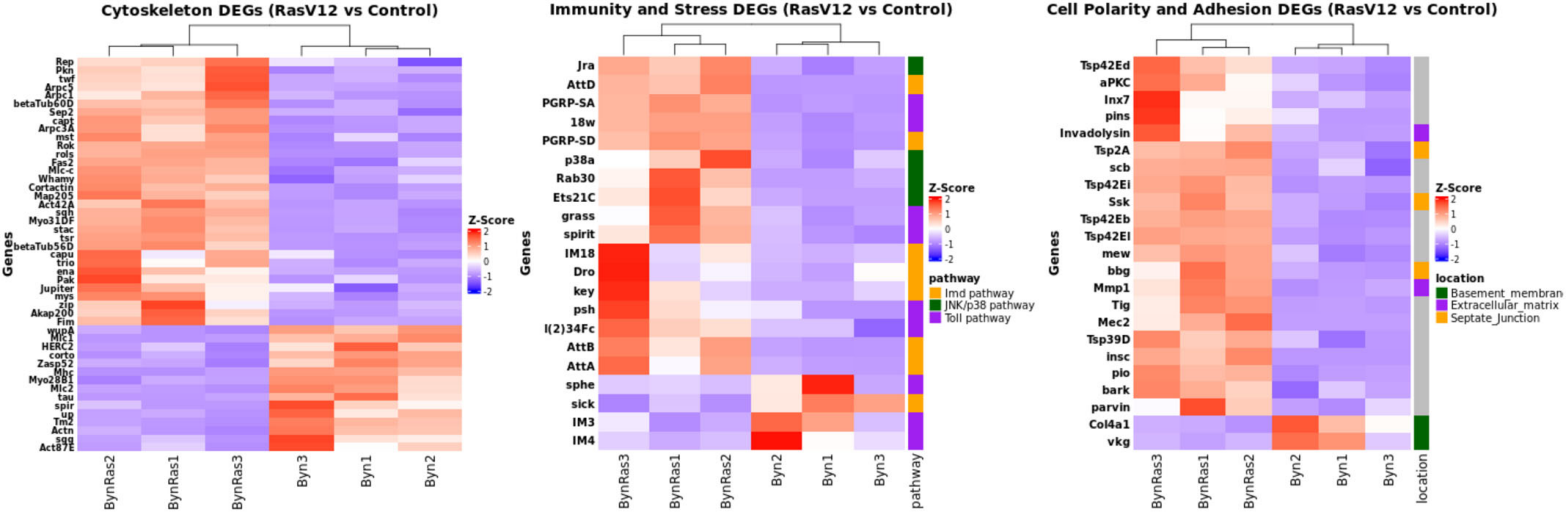
**Heatmaps of DEGs belonging in the cytoskeleton, immunity and stress, and cell polarity and adhesion functional categories.** All three replicates per condition and genes by conditions-replicates clustering are shown. Cytoskeleton genes are upregulated in *byn-Gal4 UAS-Ras^V12^* hindguts, but those typical of skeletal muscle cells are downregulated. Immunity and stress genes of the Toll, Imd and JNK/p38 pathways are predominantly upregulated by *Ras^V12^*. Cell polarity and adhesion genes related to septate junctions and extracellular matrix are upregulated, while the basement membrane genes *Col4a1* and *vkg* are downregulated.

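Of the 47 cytoskeleton genes, 32 were higher and 15 lower in *Ras V12* hindguts. The 9 genes of the table that encode sarcomere proteins (*Zasp52*, *Mlc2*, *Mhc*, *wupA*, *Act87E*, *Mlc1*, *up*, *Actn* and *Tm2*) were all lower, with log2 fold changes from −2.30 for *Tm2* to −1.18 for *Zasp52*, and all 9 had a limma adjusted p under 0.05. The other 38 genes comprised the 32 that rose, between 1.16 for *Arpc1* and 2.80 for *Act42A*, and 6 that fell. These 6 were *tau*, *HERC2*, *corto*, *Myo28B1*, *spir* and *sgg*, and 5 of them had a limma adjusted p under 0.05. *HERC2* lost this call in 4 of the 6 fits that left out a library, with the highest adjusted p of 0.137 without control replicate 1, and *Myo28B1* without *Ras V12* replicate 2 (limma's adjusted p = 0.0536). A further 15 sarcomere genes outside the table were listed in advance, and 14 could be tested. Their median log2 fold change was −0.98, with 11 lower and 3 higher (adjusted p = 0.000858 over 12 gene lists, limma's fry test). Under the alternatives the adjusted p ranged from 4.3e-05 to 0.112, and only camera with an estimated correlation between genes put it above 0.05. *Msp300*, *TpnC47D* and *Mlp84B* were the 3 that did not fall.

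**Figure D2:**
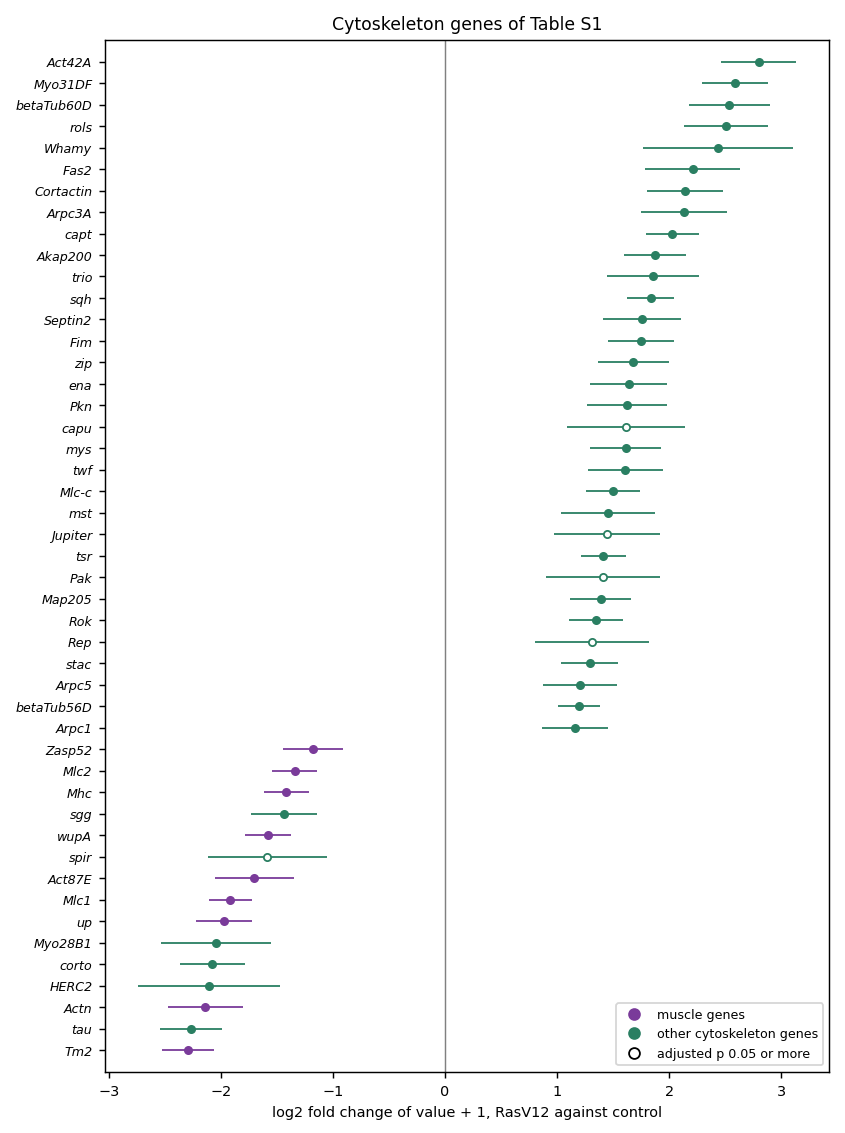
Log2 fold change of value + 1 (horizontal) for each gene of Table S1, with its standard error from limma as the bar. Purple points are muscle genes, green points the others, and open points have an adjusted p of 0.05 or more. All 9 muscle genes lie left of 0, together with 6 other genes.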

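Of the 23 immunity and stress genes, 17 were higher and 6 lower in *Ras V12* hindguts, and with a limma adjusted p under 0.05 these numbers were 14 and 4. By pathway, 6 of the 7 Imd genes, 6 of the 11 Toll genes and all 4 JNK/p38 genes were higher. *IM18*, which the table assigns to no pathway, rose from 3, 17 and 25 normalized counts to 47, 127 and 350. The median log2 fold change was 4.77 for the Imd genes, 1.19 for the Toll genes and 1.75 for the JNK/p38 genes. The difference between pathways was not tested.

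**Figure D3:**
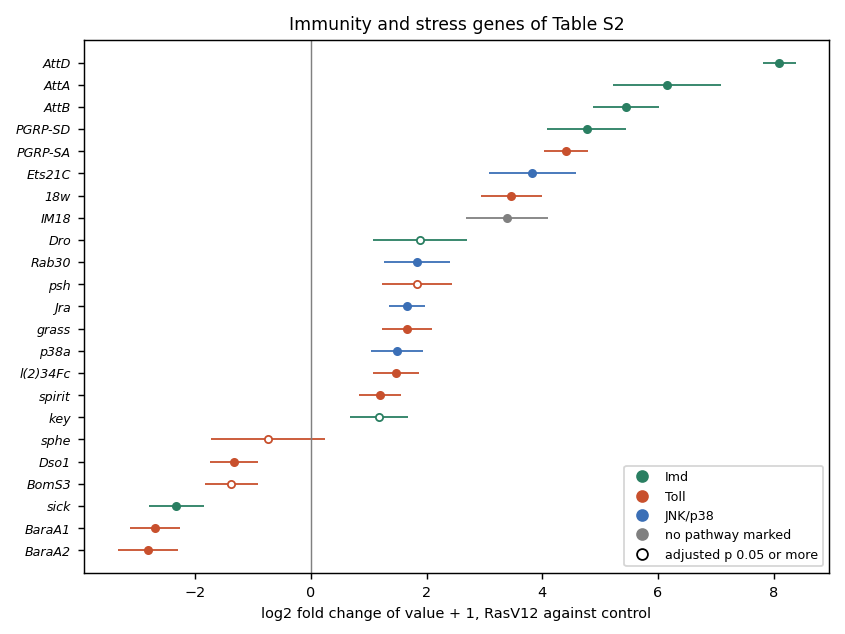
Log2 fold change of value + 1 (horizontal) for each gene of Table S2, with its standard error from limma as the bar, coloured by the pathway given in the table. Open points have an adjusted p of 0.05 or more. Imd genes take the highest positions and Toll genes lie on both sides of 0.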

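Of the 24 cell polarity and adhesion genes, 22 were higher and 2 lower in *Ras V12* hindguts. The 5 septate junction genes had log2 fold changes between 1.35 for *l(2)gl* and 3.27 for *Tsp2A*, and all 5 had a limma adjusted p under 0.05. Both genes marked as extracellular matrix, *Mmp1* and *Invadolysin*, were higher. *Tig* showed the largest rise of the table, from 38, 28 and 15 normalized counts to 925, 861 and 477 (log2 fold change 4.79, limma's adjusted p = 1.02e-06). *Mec2* was listed at 0 in every control library and had 16, 22 and 10 normalized counts in *Ras V12* hindguts, and without *Ras V12* replicate 2 its limma adjusted p was 0.0568. The 2 genes that fell were the basement membrane genes, of which *Col4a1* passed an adjusted p of 0.05 and *vkg* did not. Of 10 other basement membrane genes listed in advance, 6 could be tested, 3 higher and 3 lower, with a median log2 fold change of −0.02 (adjusted p = 0.851 over the lists). The direction of this test reversed without control replicate 3 (adjusted p = 0.692, limma's fry test) and without *Ras V12* replicate 2 (0.858).

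**Figure D4:**
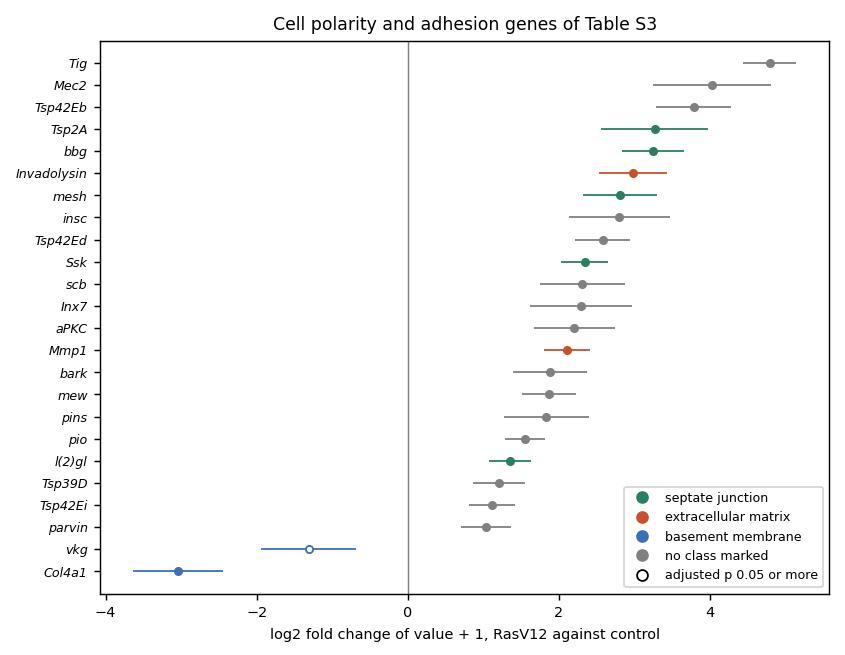
Log2 fold change of value + 1 (horizontal) for each gene of Table S3, with its standard error from limma as the bar, coloured by the class given in the table. Open points have an adjusted p of 0.05 or more. The 2 basement membrane genes lie left of 0 and the other 22 genes right of it.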

**Fig. 3.**
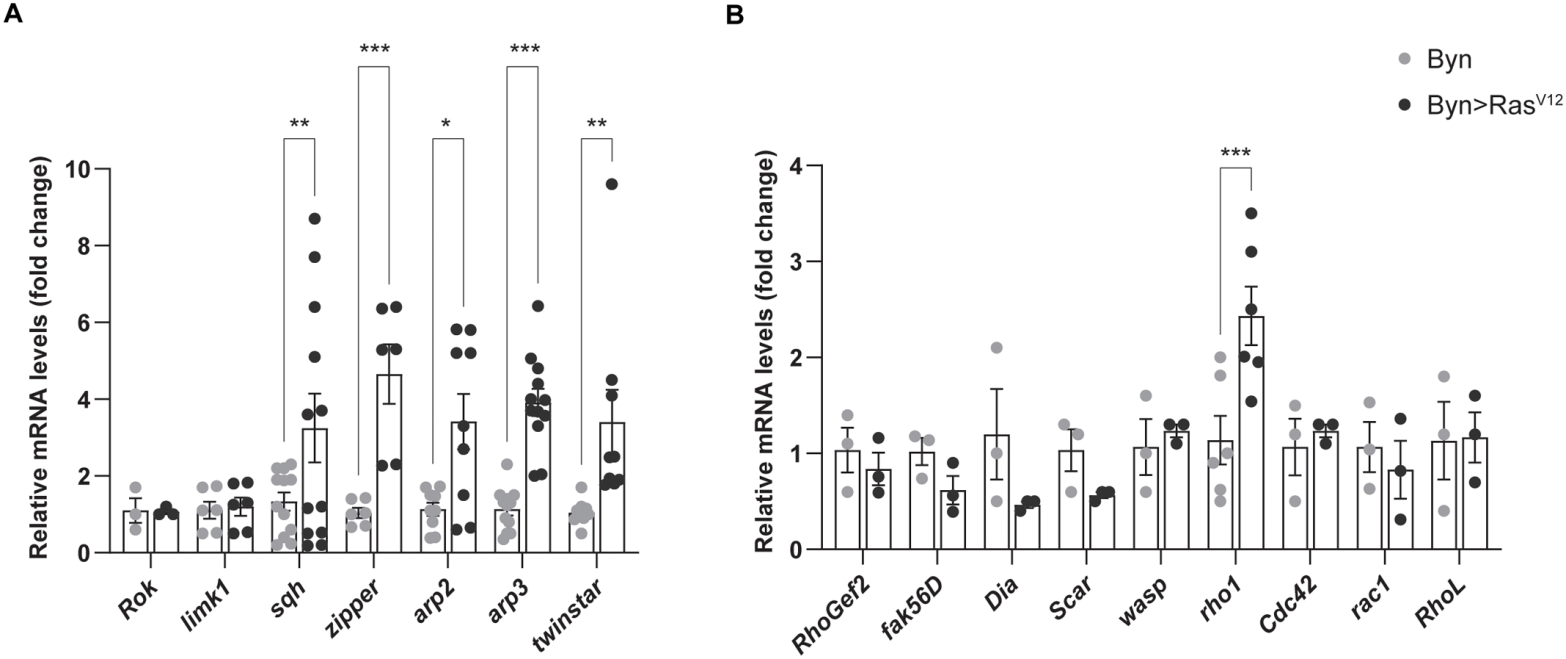
**Rho pathway gene induction in control versus *Ras^V12^* flies via RT-qPCR.** (A) Validation of Rho signalling genes assigned to the ‘cytoskeleton’ cluster. (B) Screening for additional differentially expressed genes of the Rho signalling pathway in control versus *Ras^V12^* flies. Student’s *t*-test: *P<0.05, **P<0.01, ***P<0.001.

### *Ras^V12^* expression induces enterocyte dissemination via small Rho-GTPase signalling

To assess their involvement in hindgut enterocyte fate upon *Ras^V12^* expression, we downregulated via RNAi the small Rho-GTPases, *sqh* and *Arp2* for 14 days. In all cases, RNAi caused a significant reduction in hindgut enterocyte dissemination (Fig. 4A,B). Moreover, activated *Rac1* (*Rac1^V12^*) alone sufficed to induce strong cell dissemination at 7 days (Fig. 4B) and at 14 days (Fig. 4C), while activated *Rok* (*Rok^CAT^*) expression induced mild cell dissemination at 14 days (Fig. 4C). We conclude that *Rac1* is necessary and sufficient for cell dissemination, while genes described to act downstream, *sqh* and *arp2*, may facilitate Rac1 action.

**Fig. 4.**
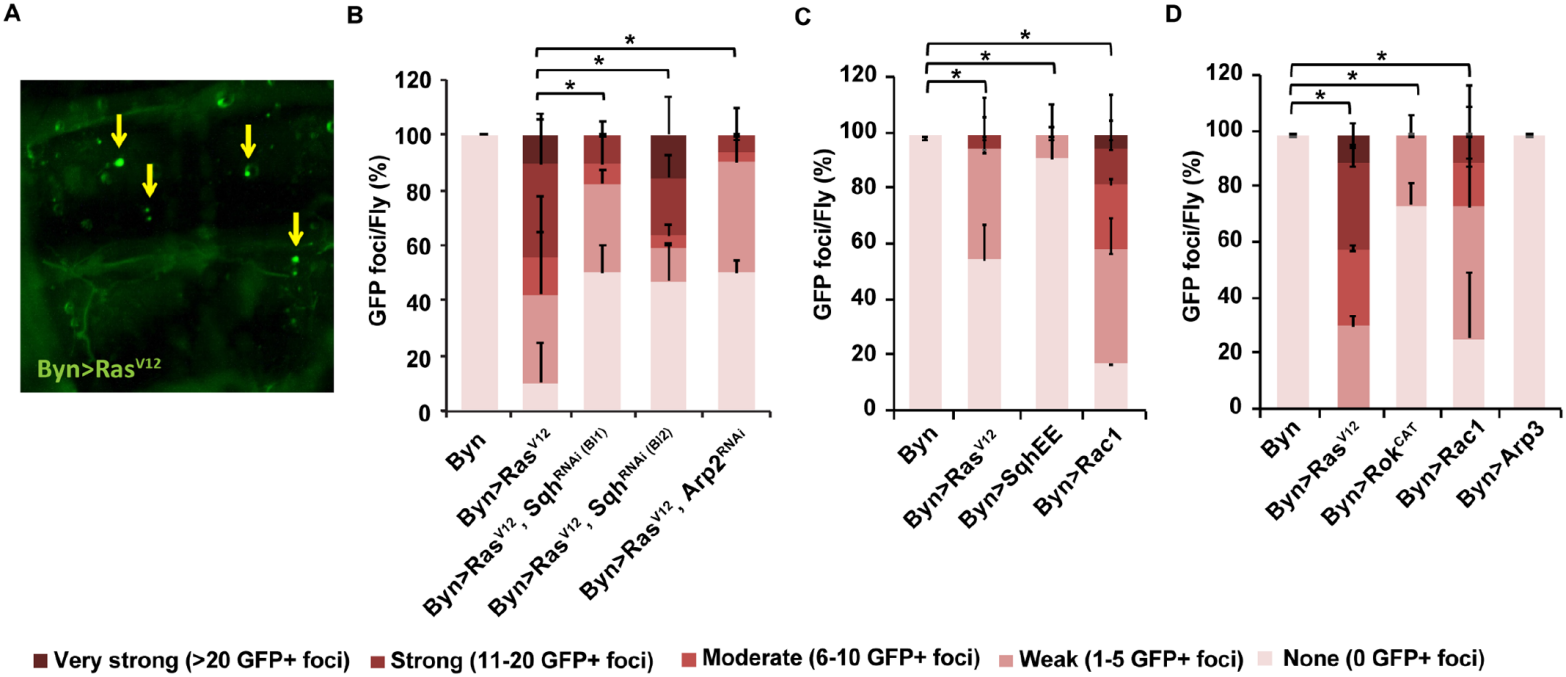
**Rac1 signalling is necessary and sufficient for *Ras^V12^* hindgut enterocyte dissemination.** (A) Foci indicated by arrows of *Ras^V12^*- and GFP-expressing hindgut enterocytes disseminated in the fly abdominal cavity, 14 days post transgene induction at 29°C. Arrowhead length: 40 μm. (B-D) Foci quantification via direct tissue inspection under the fluorescent stereoscope. (B) Downregulation of small Rho-GTPase signalling responses reduces dissemination induced by *Ras^V12^*. (C,D) Constitutively active small Rho-GTPase signalling for 7 days (C) and 14 days (D) suffices to induce dissemination. *n*=6 replicates, 15 flies per replicate; error bars: s.d. Fisher's exact test with a 5×2 contingency table: *P<0.05.

Considering potential targets of Rac1 signalling, we assessed the expression of *snail*, a master regulator of epithelial to mesenchymal transition (EMT) implicated in tumour aggressiveness. We noticed a prominent increase in *snail* expression when Rac1 activity was induced for 10 and 14 days (Fig. 5A,E). Moreover, Rac1 was sufficient to induce *Arp2*, *Arp3* and *sqh* (Fig. 5D,H), while *Arp2* and *Arp3* induction by *Ras^V12^* required *sqh* and *Arp2* (Fig. 5B,C,F,G), pointing to a positive regulation among *Arp2*, *Arp3* and *sqh*. However, the *Arp2* and *sqh* genes were not required for *snail* induction in *Ras^V12^* enterocytes (Fig. 5A,E). Thus, *Ras^V12^* induces *snail*, *Apr2*, *Apr3* and *sqh*, but also the regulation of *Arp2* and *Arp3* by *sqh* and *Arp2*.

**Fig. 5.**
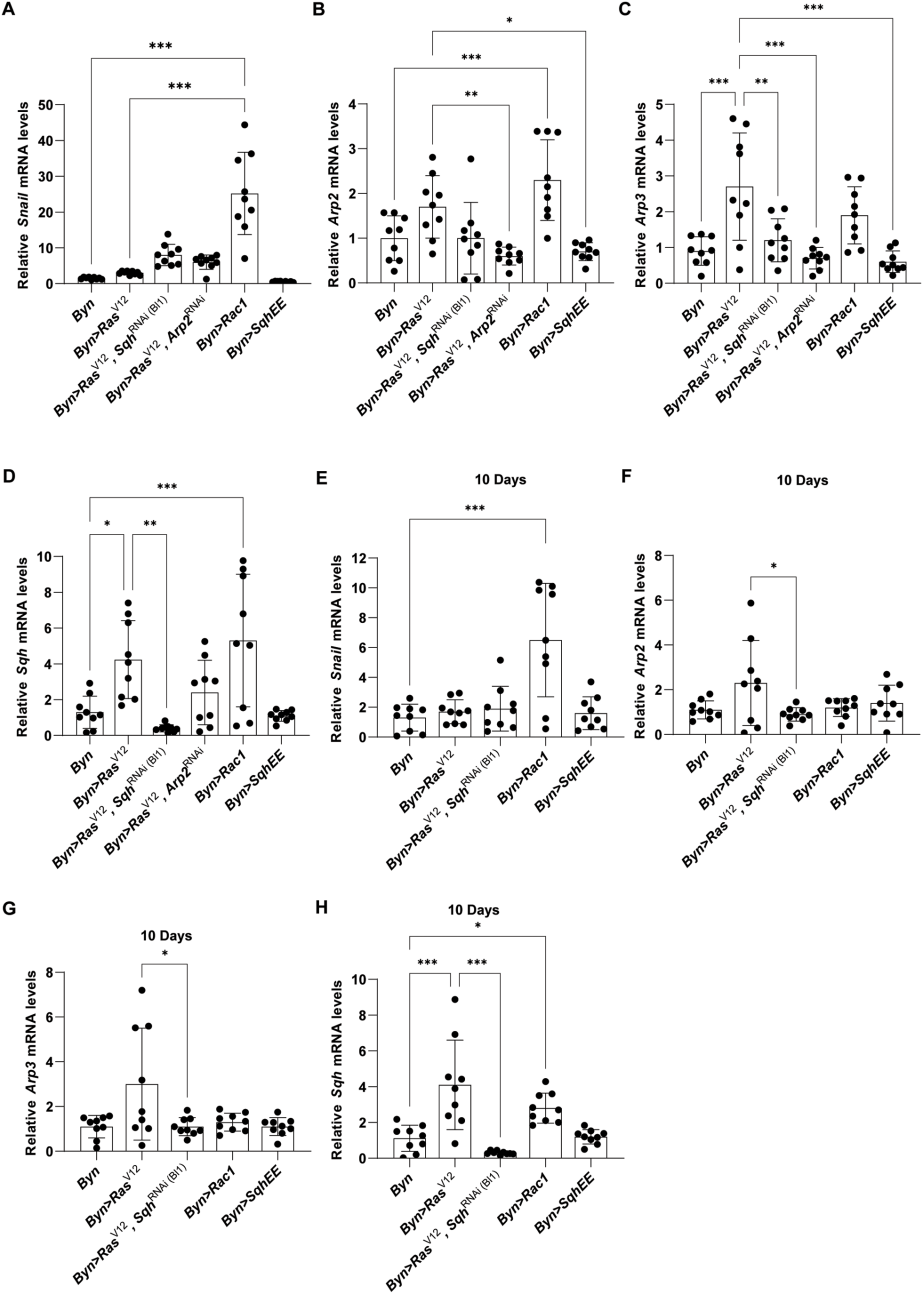
***Ras^V12^* induces *snail*, *Apr2*, *Apr3* and *sqh*, but also the regulation of *Arp2* and *Arp3* by *sqh* and *Arp2*.** (A,E) Rac1 facilitates cell migration via the regulation of *snail* expression at 10 (E) and 14 (A) days of induction. (B,C) *Arp2* and *Arp3* expression is regulated by both Rac1 and the Rho signalling cascade 14 days post induction. (F,G) *Arp2* and *Arp3* expression remains relatively unaffected at 10 days of oncogene induction. (D,H) *sqh* expression is regulated by Rac1 and Rho-GTPase signalling at 10 (D) and 14 (A) days. *n*=3 biological replicates, 100 hindguts per replicate; error bars: s.d. One-way ANOVA: *P<0.05, **P<0.01, ***P<0.001.

### Toll signalling induces and facilitates *Ras^V12^* promoted enterocyte dissemination

To validate the induction of Toll/Toll-like pathway genes by *Ras^V12^* (Table S2), we assessed by RT-qPCR the activation of these genes in hindguts expressing *Ras^V12^* in their enterocytes. We observed significant induction of the expression of *18w*, *grass*, *spz5* and *snail*, pointing to their contribution in oncogenic cell formation (Fig. 6A,B). In line with these results, cytoplasm to nucleus fractionation experiments show that *Ras^V12^* expression increases the protein level of nuclear Dorsal/NFκ-B, a transcription factor integral to Toll signalling (Fig. 6C,D). While upstream and downstream genes, *spz5* and *snail*, respectively, are transcriptionally induced by *Ras^V12^*, the lack of induction of *spz*, *Toll*, *tube*, *pelle*, *dif* and *dorsal* Toll at the mRNA level (Fig. 6B) points to a post-transcriptional activation of the core Toll pathway genes.

**Fig. 6.**
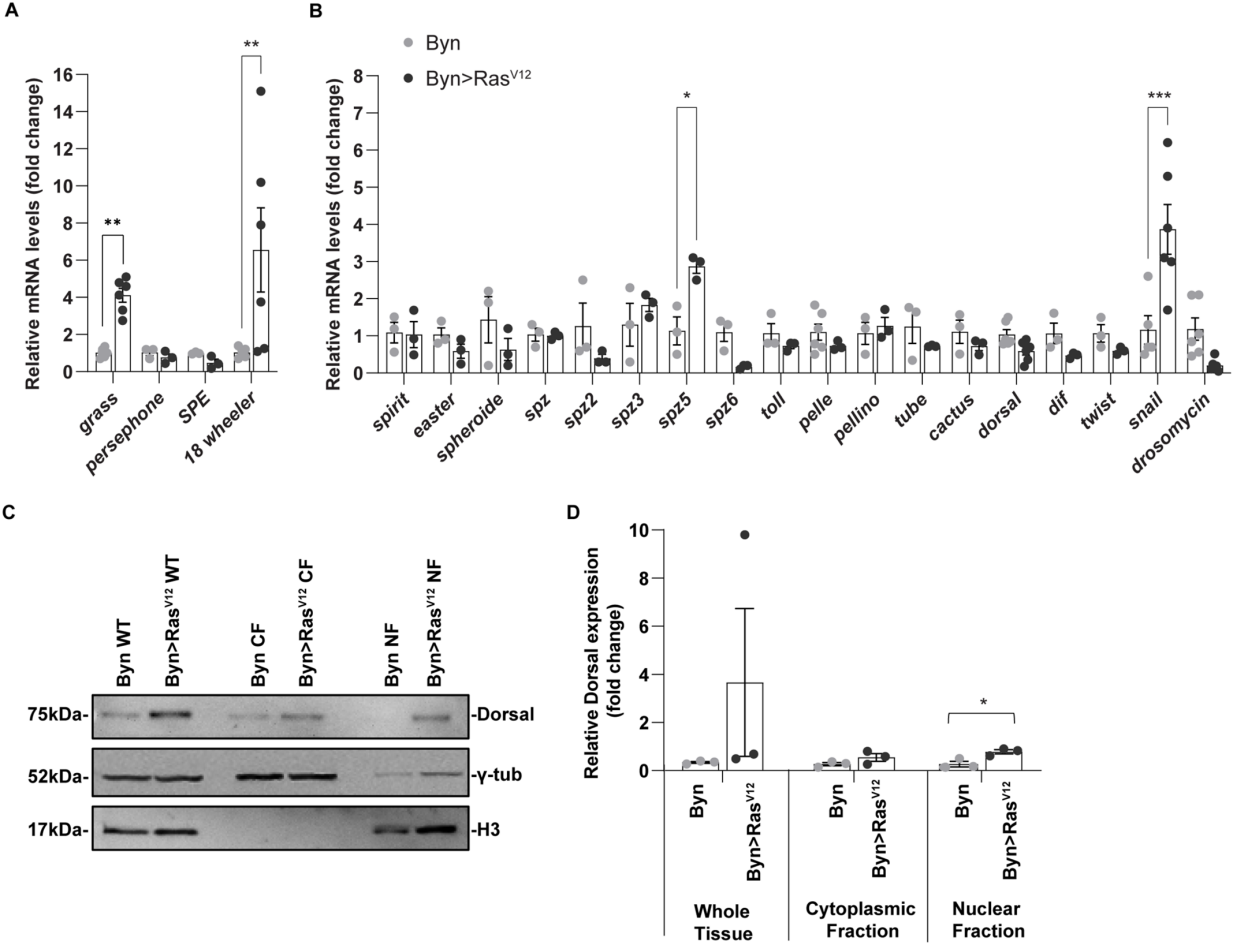
**Induction of Toll pathway genes, *grass*, *spz5* and *snail*, and nuclear translocation of dorsal by *Ras^V12^*.** (A,B) Validation of Toll signalling genes assigned to the ‘Innate immunity and stress’ cluster (A) and screening for additional differentially expressed Toll signalling genes in control and *Ras^V12^* hindguts via RT-qPCR. (C) Western blot analysis of dorsal cytoplasm/nucleus fractionation in *byn-Gal4* and *byn-Gal4*/*UAS-Ras^V12^* flies induced for 14 days. γ-tub, gamma tubulin and H3, histone 3 are loading controls for cytoplasmic (CF) and nuclear fractions (NF), respectively. Cell lysates were prepared from 100 hindguts per genotype. (D) Quantification of protein expression in whole tissue (WT) extract, CF and NF from biological triplicates via ImageJ software. Student’s *t*-test: *P<0.05, **P<0.01, ***P<0.001.

Next, we examined the necessity and sufficiency of signalling through the Toll pathway for hindgut enterocyte dissemination, with and without *Ras^V12^* oncogene expression. We find that silencing the extracellular Toll pathway components *grass*, *spz*, and *spz5*, the receptors *Toll* and *18w*, and the Toll pathway NF-κΒ transcription factors *Dif* and *dorsal*, causes a decrease in cell dissemination. The decrease is dramatic upon expression of Toll^RNAi^, highlighting the involvement of Toll innate immune signalling in the process (Fig. 7A). Accordingly, constitutive activation of Toll signalling by expressing an activated form of *spz* (*spz^Act^*) or *cactus* downregulation via RNAi (*cactus^RNAi^*) induces low but significant cell dissemination even in the absence of *Ras^V12^* oncogenic signalling (Fig. 7B). Moreover, co-expression of *Ras^V12^* with *spz^Act^* or *cactus^RNAi^* enhances oncogenic cell dissemination (Fig. 7C).

**Fig. 7.**
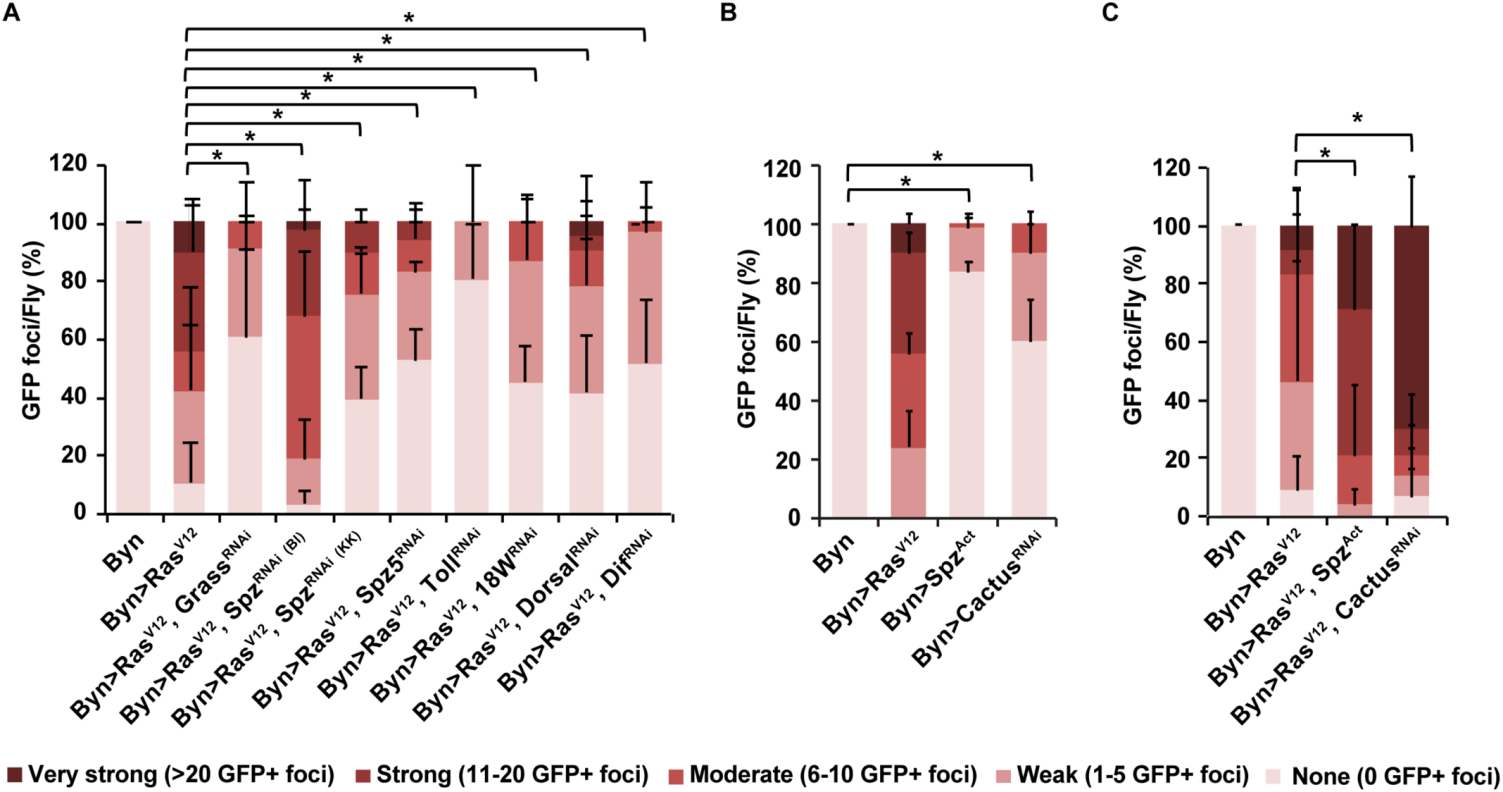
**Toll signalling is necessary and sufficient for *Ras^V12^* hindgut enterocyte dissemination.** (A-C) Quantification of GFP-expressing hindgut enterocytes disseminated in the abdominal cavity of flies 14 days *Ras^V12^* induction. Dissemination phenotypes are assigned into one of the following categories based on the number of foci counted (*n*=3 replicates, 15 flies per replicate; error bars: s.d.). (A) Dissemination induced by *Ras^V12^* is suppressed upon Toll signalling downregulation. (B) Constitutively active Toll signalling suffices to induce cell delamination. (C) Synergistic effects of Toll and *Ras^V12^*. *P*-values were calculated using the Fisher's exact test with a 5×2 contingency table to assess the five phenotypic categories: *P<0.05.

### Crosstalk between Toll signalling and small Rho-GTPases in the hindgut enterocytes

To investigate whether there is a crosstalk between Toll and the small Rho-GTPase responses, we genetically modified the Toll pathway and assessed *Arp2*, *Arp3* and *sqh* expression*.* We find that the expression of the three cytoskeletal genes in the hindgut is significantly reduced upon *spz*, *Toll* or *dorsal* downregulation in oncogenic hindgut enterocytes, while *Arp2* can be induced by constitutively activated *spz* (*UAS-spz^Act^*) alone (Fig. 8A,B,C). Moreover, (i) *spz*, *spz5*, *Toll* or *dorsal* downregulation impedes Sqh phosphorylation induced by *Ras^V12^* (Fig. 8D), (ii) *spz*, *Toll* and *dorsal* downregulation reduces *snail* expression induced by *Ras^V12^*, and (iii) *spz^Act^* alone can induce *snail*, pointing to a mechanism through which Toll signalling promotes oncogenic cell dissemination (Fig. 8E). Interestingly, although *spz* expression does not increase upon *Ras^V12^* expression (Fig. 8F), *spz5* expression increases upon either *Ras^V12^* or *spz^Act^* expression, and decreases to baseline upon *spz*, *Toll* or *dorsal* downregulation in *Ras^V12^* expressing flies (Fig. 8G). Spz5 was first identified as the ligand of Toll-6, but it also binds and activates Toll (Mishra-Gorur et al., 2019). Thus, Toll signalling regulates itself, *snail* and cytoskeletal genes downstream of Rac1 in hindgut enterocytes.

**Fig. 8.**
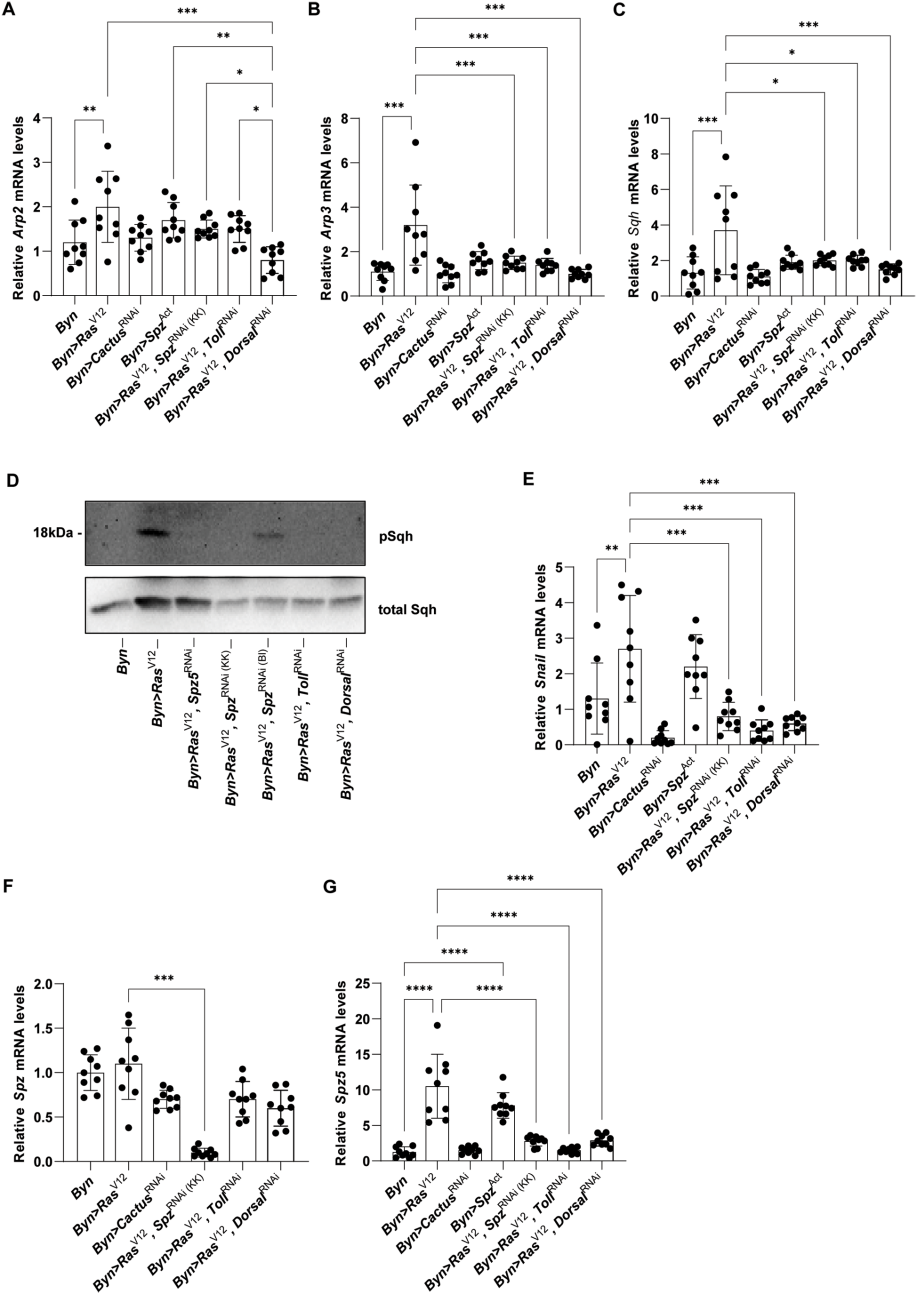
**Toll signalling induces itself and mediates cytoskeleton gene induction by *Ras^V12^*.** Expression of *Arp2* (A), *Arp3* (B) and *sqh* (C) upon transgene induction via RT-qPCR. (D) Representative immunoblotting against p-Sqh (*n*=3). Total Sqh was used as a loading control. Quantification of Toll transcriptional targets *snail* (E), *spz* (F) and *spz5* (G). *n*=3 biological replicates, 100 hindguts per replicate; error bars: s.d., one-way ANOVA: *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

To test whether Rac1 signalling genes can affect the Toll pathway, we measured the expression of *spz* and *spz5* upon cytoskeletal gene downregulation and induction. Although s*pz* expression did not change in *Ras^V12^* expressing hindguts upon cytoskeletal gene downregulation or upon *sqh* induction (Fig. 9A), *spz5* expression was decreased by 3-fold in *Ras^V12^* expressing hindguts upon *sqh^RNAi^* or *Arp2^RNAi^* expression (Fig. 9B). Nonetheless, both *spz* and *spz5* contributed to the repression of DE-cadherin (Fig. 9C,D). DE-cadherin protein levels are strikingly reduced in *Ras^V12^* expressing hindguts, while downregulation of any of the two ligands, *spz* or *spz5*, results in significant de-repression of DE-cadherin (Fig. 9C,D). However, while *Rac1* downregulation tentatively represses DE cadherin, similarly to *Ras^V12^*, inhibition via *sqh^RNAi^* or *Arp2^RNAi^* in the presence of *Ras^V12^* does not derepress DE-cadherin (Fig. 9E,F), suggesting that Toll signalling is repressing DE-cadherin directly.

**Fig. 9.**
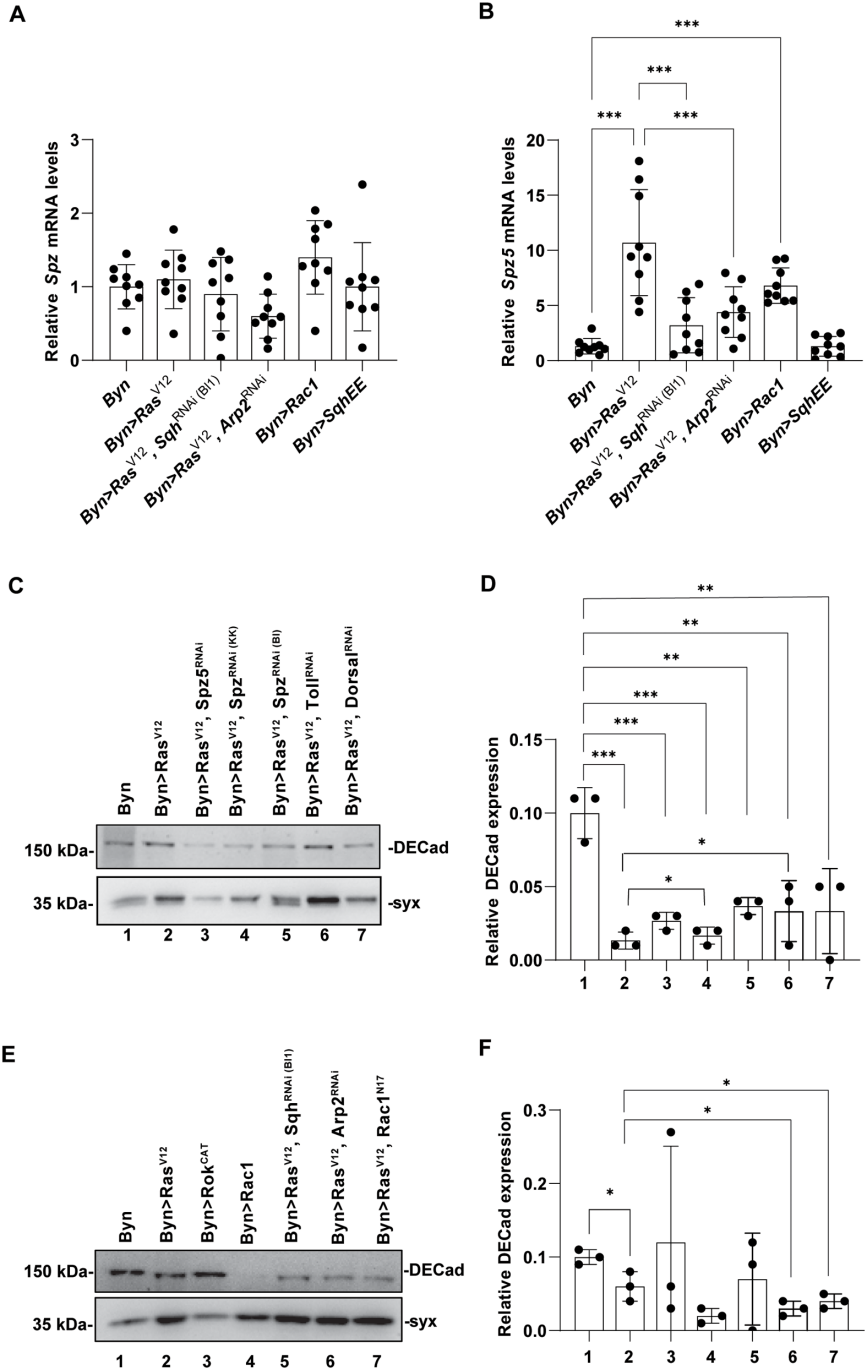
***Ras^V12^* and Rac1 induce Toll signalling and *Ras^V12^* signals through Toll to repress DE-cadherin.** Expression of *spz* (A) and *spz5* (B) upon transgene induction via RT-qPCR. (C,D) Immunoblotting with antibodies against E-cadherin and quantification of expression following downregulation of Toll signalling. (E,F) Immunoblotting with antibodies against E-cadherin and quantification of expression following downregulation of small Rho-GTPase responses. *n*=3 biological replicates, 100 hindguts per replicate; error bars: s.d., one-way ANOVA: *P<0.05, **P<0.01, ***P<0.001.

### Toll and Rac1 signalling promote hindgut cell dissemination via JNK signalling activation

Invasion of primary tumour cells in neighbouring tissues requires the degradation of basement membrane. Accordingly, MMP1 protein is induced in delaminating *Ras^V12^* hindgut cells (Fig. 1G,H), and *Mmp1* expression is higher in *Ras^V12^* hindguts (Fig. 10A). Interestingly, downregulation of *sqh* or *Arp2* in *Ras^V12^* enterocytes reduces *Mmp1* expression to baseline levels, whereas activated Rac1 alone mimics the effect of *Ras^V12^*. In line with our hypothesis that Rac1 and Toll signalling crosstalk, downregulation of *spz*, *Toll* and *dorsal* inhibits the induction of *Mmp1* by *Ras^V12^* (Fig. 10A).

**Fig. 10.**
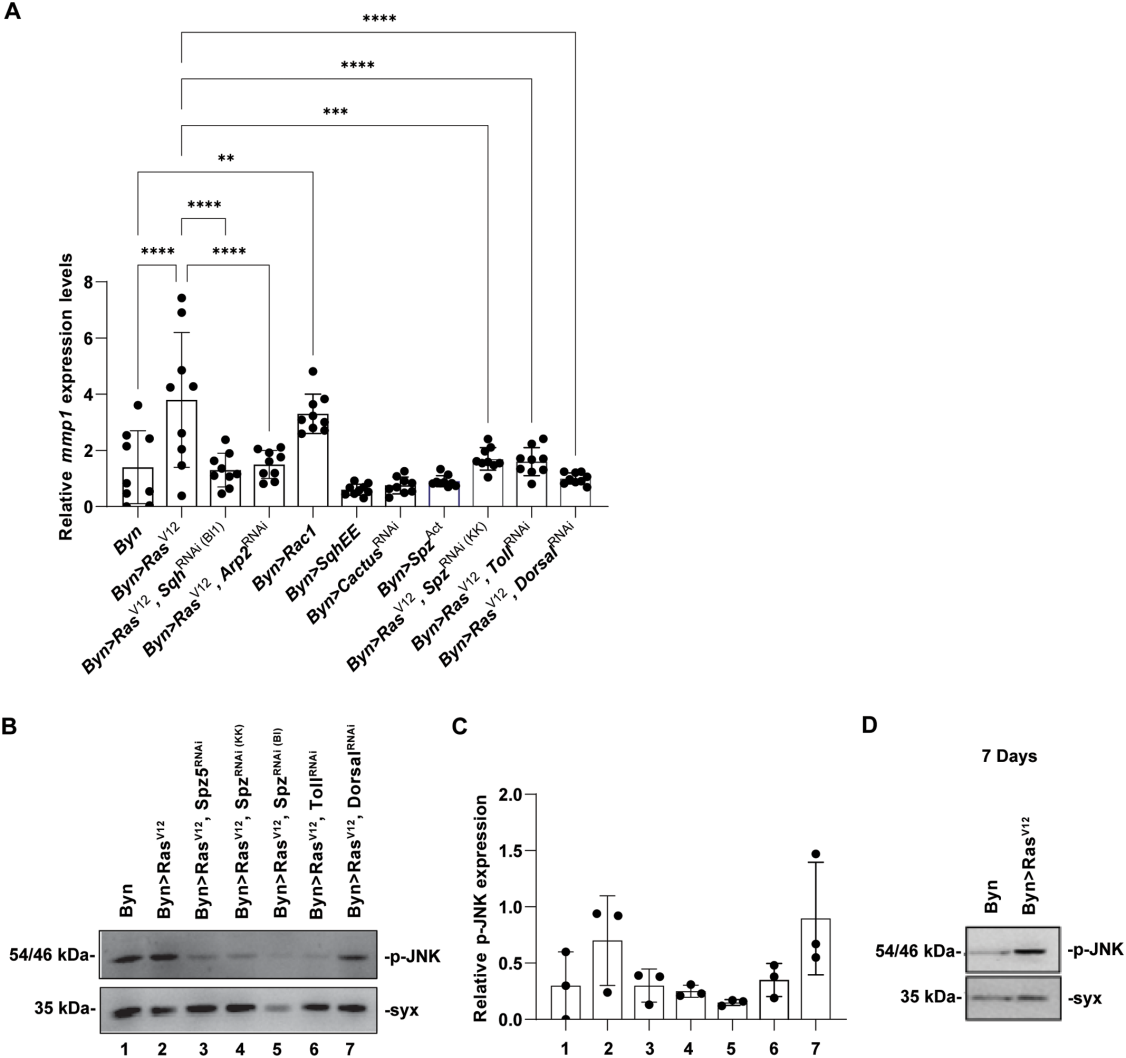
**Rac1 and Toll signalling induce activated JNK and Mmp1.** (A) Expression of the JNK transcriptional target *Mmp1* upon transgene induction via RT-qPCR. (B,C) Representative immunoblotting and quantification of p-JNK protein after silencing of Toll immune signalling in the presence of *Ras^V12^* at 14 days induction. (D) Western blotting against p-JNK after 7 days of *Ras^V12^* induction, shows increased JNK phosphorylation in *Ras^V12^* expressing flies. Syx, Syntaxin as a loading control. *n*=3 biological replicates, 100 hindguts per replicate; error bars: s.d., one-way ANOVA: *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

To validate the role of the Toll pathway in JNK activation, a positive regulator of Mmp1 (Bangi et al., 2012), we performed western blotting with antibodies against phosphorylated JNK (p-JNK). We find an increase in the levels of p-JNK upon *Ras^V12^* expression and a reduction of this activation upon downregulation of *spz*, *spz5* and *Toll*, but not *dorsal*, suggesting that JNK activation by *Ras^V12^* requires upstream Toll signalling (Fig. 10B-D). Notably, we normalized p-JNK levels to those of the ‘housekeeping’ protein Syntaxin to indicate the relative amount of phosphorylated JNK within the cells, attributable to the total amount of JNK protein and the fraction of it being phosphorylated.

To assess whether JNK facilitates cell dissemination mediated by Toll or Rac1, we induced Toll signalling via *cactus^RNAi^* and Rac1 signalling via *Rac1^V12^* or *sqhEE*, in combination with JNK signalling activation via *hep^Act^* in hindgut enterocytes and assessed cell dissemination at 7 days of transgene induction (Fig. 11). No delamination was observed by JNK pathway activation alone, and no synergy was found by simultaneous induction of *sph*. However, JNK activation enhanced the effect of Rac1 or Toll signalling on dissemination (Fig. 11). This agrees with previous findings showing that JNK activation enhances *Ras^V12^* induced dissemination (Bangi et al., 2012). Thus, JNK activity facilitates but does not suffice for cell dissemination.

**Fig. 11.**
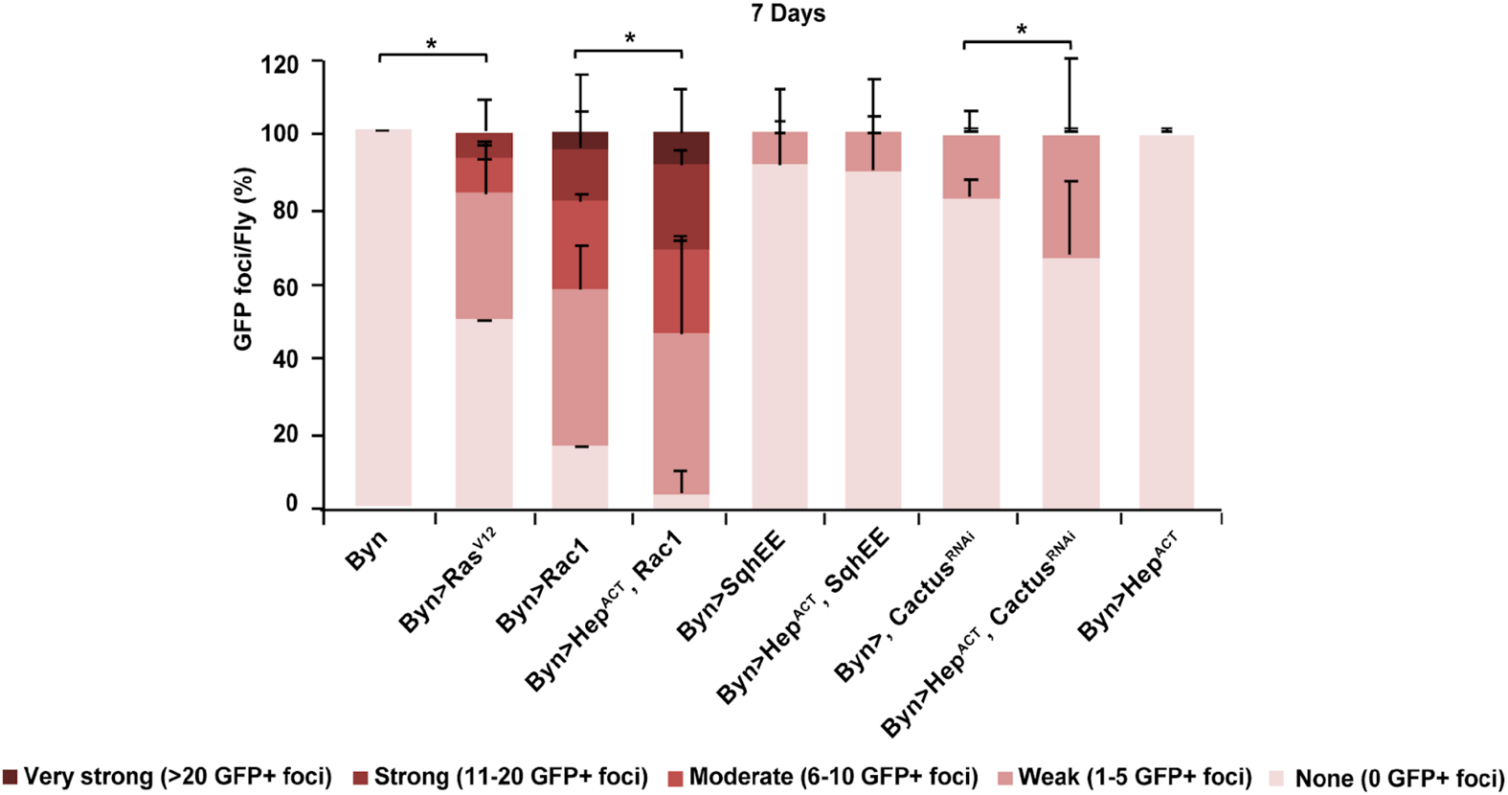
**JNK signalling facilitates is necessary but not sufficient for Toll/Rac1-induced hindgut enterocyte dissemination.** Quantification of GFP-expressing hindgut enterocytes disseminated in the abdominal cavity of flies at 7 days of Toll or Rac1 induction. *n*=3 replicates, 15 flies per replicate; error bars: s.d. Fisher's exact test with a 5×2 contingency table: *P<0.05.

## DISCUSSION

Constitutively active mutant forms of Ras are found in more than a third of human cancers and in as many metastatic colorectal cancers (Murugan et al., 2019; Patelli et al., 2021). Thus, targeting Ras signalling is an attractive therapeutic strategy. However, pharmacological targeting of Ras signalling is hampered by the alternative ways it is activated (Samatar and Poulikakos, 2014). Moreover, constitutively active Ras tumours induce cell death in surrounding cells, promoting Ras clonal expansion (Moreno et al., 2019). A more sophisticated targeting of Ras signalling may be achieved through combinatorial strategies that are directed at multiple nodes of the signalling network.

Here, we used the *Drosophila* hindgut epithelium model to reveal adjunct nodes of the pro-metastatic *Ras^V12^* signalling as additional targets of therapeutic intervention. *Drosophila Ras^V12^* triggers cell entry into the S phase and promotes tissue overgrowth and tissue invasion, recapitulating properties of mammalian cancer development (Prober and Edgar, 2002; Bangi et al., 2016, 2012). Our transcriptomic analysis was performed on day 7 post *Ras^V12^* induction, when enterocyte dissemination is still low per previous findings (Bangi et al., 2012), and suggested genes in at least three functional categories: (1) cytoskeleton, (2) immunity and stress and (3) cell polarity and adhesion as mediators of *Ras* oncogene signalling on cell motility. These were statistically significantly altered in expression (most of them orders of magnitude below the *P*<0.05 limit) and increased between 2.2- and 6.9-fold, 2.3- and 273-fold, and 2.1- and 27-fold (Tables S1-S3), respectively. However, the signalling pathways uncovered by this, and further analysis involve genes that are not necessarily activated by *Ras^V12^* at the transcription level. 

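The ratios in Tables S1-S3 could be recomputed from the deposited values. For 93 of the 95 rows, the listed log2 fold change lay within 0.01 of log2 of the mean *Ras V12* value plus 1 over the mean control value plus 1. On this ratio scale the genes that rose in Table S1 spanned 2.22-fold to 6.9-fold, those in Table S2 2.28-fold to 272.7-fold and those in Table S3 2.07-fold to 27.0-fold. The ratio of means gives more weight to the library with the highest value than the mean of log2 values that limma compares. The paper's own p-values came from DESeq, and most of those in Table S1 lie above 0.0005. Unadjusted limma p-values lay under 0.0005 for 33 of the 47 genes of Table S1, 12 of the 23 of Table S2 and 14 of the 24 of Table S3. From these altered genes the paper proposes that at least 3 functional categories, the cytoskeleton, immunity and stress, and cell polarity and adhesion, mediate Ras oncogene signalling on cell motility.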

Many receptors and kinases are generally not at all activated transcriptionally. For example, the transcription factor of the Toll pathway, Dorsal, is activated via nuclear translocation. Thus, transcriptional activation for many of the genes studied is suggestive rather than a prerequisite for their involvement in the process of tissue transformation.

Previous findings indicated that the *Ras* oncogene signalling effect on cell motility is mediated by Rac1 signalling and downstream cytoskeletal rearrangements via the polymerization of actin branches and cellular contraction (Ridley, 2001; Brumby et al., 2011). To validate the role of Rac1 signalling in our model, we performed experiments showing that Rac1 is necessary and sufficient for cell dissemination. Rac1 acts as a master regulator of all aspects of cell dissemination downstream of *Ras^V12^* activation via a *Rac1-Rho-Rok-sqh/zipper/tsr/Arp2/3* pathway, which orchestrates actin and stress fibre formation, consistent with previous studies on *Drosophila* hemocytes and development (Williams et al., 2007; Verdier et al., 2006).

Of note, *Ras^V12^* and *Ras^V12^ Apc^null^ Drosophila* midgut progenitors do not produce metastatic tumours unless they also express *snail* (Christofi and Apidianakis, 2013; Campbell et al., 2019). Accordingly, we show that Rac1 promotes cell dissemination by inducing *snail*, in addition to actin cytoskeleton signalling genes, *Rok*, *sqh*, *Apr2*, and *Apr3*, and a positive feedback loop with the *grass-spz/spz5-Toll-cactus/dif/dorsal* pathway. Downregulation of core Toll signalling genes significantly decreases cell dissemination, with Toll receptor silencing almost abolishing it. Toll sufficiency was assessed by the expression of activated *spz* and *cactus^RNAi^*, each of which induced significant cell dissemination on its own. We used two *spz^RNAi^* transgenes, one of which did not inhibit sqh phosphorylation by *Ras^V12^*, while it inhibited suppression of DE-cadherin and induction of JNK phosphorylation. Likely, Toll signalling suppresses DE-cadherin and induces JNK phosphorylation directly or strongly, while it may induce sqh phosphorylation indirectly or less strongly.

Interestingly, FlyAtlas anatomical gene expression data show that *spz* is expressed in high levels in the hindgut compared to the midgut, suggesting that hindgut enterocytes might be primed for cell dissemination via the Toll pathway. Moreover, *spz5* participates in this network, as it can bind and induce Toll in addition to Toll-6, and both *spz* and *spz5* drive Toll-6-mediated JNK activation and cell migration in the context of organotropic metastasis (Mishra-Gorur et al., 2019; Chowdhury et al., 2019; Nonaka et al., 2018). Whether Spz and Spz5 ligands are released only by hindgut enterocytes or also by neighbouring or remote cells is yet to be determined.

In marked similarity with the *Ras^V12^* signalling network in hindgut enterocytes, *spz-Toll-dorsal-twist/snail* signalling and small Rho-GTPases operate during embryonic gastrulation (Rich and Glotzer, 2021) and culminate in the repression of DE-cadherin, a core component of adherens junctions (Bauer et al., 2006). Moreover, we find that *18w* interacts with *Ras^V12^* to induce cell dissemination, similarly to its synergism with Rho-GTPases in inducing apical constriction of salivary gland cells (Kolesnikov and Beckendorf, 2007). Of note, there are nine Toll receptors in *Drosophila*, and each may signal differently in different contexts, such as in border cell migration (Kleve et al., 2006), neuronal survival (Foldi et al., 2017), competition-induced cell death (Wu et al., 2015) and carcinogenesis (Mishra-Gorur et al., 2019; Ding et al., 2022). Since *18w/Toll2* affects cell dissemination without being part of the Toll pathway, additional Toll pathways may contribute to the *Ras^V12^* signalling network (Ding et al., 2022). Given the high expression of TLRs in multiple cancers (O'Neill, 2008; Zhang et al., 2009), and the conservation between Toll and TLR pathways (Gay and Gangloff, 2007; Gay et al., 2014), mammalian TLRs may have a similar role in sustaining oncogenic cell migration.

Rho GTPase signalling (Brumby et al., 2011) and Toll signalling (Mishra-Gorur et al., 2019) are necessary in other contexts to induce JNK and invasive cell behaviour downstream of the Ras oncogene. Notwithstanding the possibility of JNK-independent activation of Mmp1 by Toll or Rac1, the simplest explanation to our findings is that Toll and Rac1 crosstalk and induce JNK and in turn Mmp1, because: (i) Toll and Rac1 signalling can activate each other, (ii) Toll or Rac1 signal can induce JNK, (iii) JNK can induce Mmp1, and (iv) Toll or Rac1 can induce Mmp1. In previous studies, bacterial infection and Imd signalling was shown to stimulate JNK-mediated Mmp1 expression in the hindgut facilitating cell dissemination by *Ras^V12^* (Bangi et al., 2012). Here, western blotting analysis indicates that activation of JNK by *Ras^V12^* is necessary but not sufficient for cell dissemination and is under the control of Rac1 and Toll signalling, which, in addition, oversee cytoskeletal rearrangements and DE-cadherin suppression (Fig. 12). In light of their conserved functions, inhibition of Toll and Rac1 may restrict Ras-induced cell overgrowth and tissue invasion in mammalian cells. It will, thus, be of interest to test their combinatorial inhibition against various types of Ras-activated tumours.

**Fig. 12.**
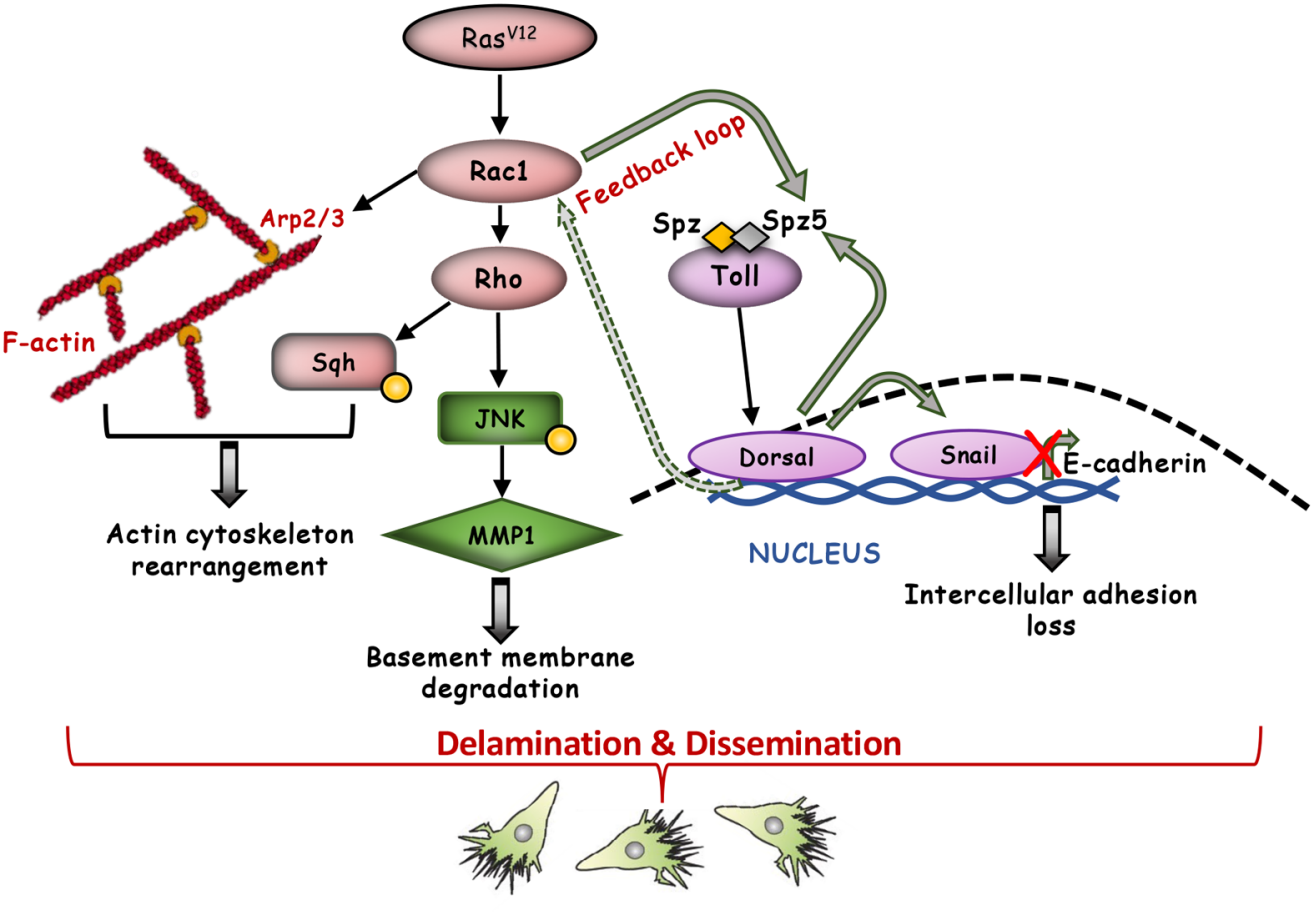
**Proposed *Ras^V12^* singling network leading to cell dissemination.** Our data support a signalling network in which Toll, JNK and actin cytoskeleton signalling genes, *Rac1*, *Rok*, *Sqh*, *Apr2* and *Apr3*, transmit the transformative *Ras^V12^* signalling that primes the hindgut enterocytes towards delamination and dissemination. *Ras^V12^* expression stimulates activation primarily of Rac1, which may in turn promote actin cytoskeleton rearrangements required for cell dissemination via Rho activation and Sqh phosphorylation. Moreover, Rac1 forms a positive feedback loop with the Toll immune pathway. Rac1 activated Toll drives the expression of *snail* and *spz5*, which in turn repress E-cadherin and sustain Toll signalling activation. Finally, Rac1 and Toll signalling converge on JNK activation and upregulation of *Mmp1* expression, leading to basement membrane degradation, allowing cells to invade neighbouring tissues.

## MATERIALS AND METHODS

### Fly stocks

All fly stocks and crosses were maintained at 18°C on a 12:12 h light: dark cycle on standard fly food (agar, cornmeal, sucrose and Brewer's yeast, Tegosept and propionic acid). Adult female flies were collected shortly after eclosion and aged to 3-5 days old into fresh vials prior to each experiment. For temperature controlled hindgut enterocyte expression the *w;;byn-Gal4,tubGal80^ts^,UAS-gfp/TM6b* line was crossed to UAS lines: UAS-grassRNAi (Bl#51920), UAS-18wRNAi (Bl#30498), UAS-TollRNAi (VDRC_KK100078), UAS-spz5RNAi (Bl#67229), UAS-spzRNAi (Bl#34699), UAS-spzRNAi (VDRC_KK105017), UAS-SpzAct (gift by Petros Ligoxygakis), UAS-DorsalRNAi (VDRC_KK105491), UAS-DifRNAi (VDRC_KK100537), UAS-CactusRNAi (Bl#34784), UAS-CactusRNAi (Bl#34775), UAS-sqhRNAi (Bl#31542), UAS-sqhRNAi (Bl#33892), UAS-Rac1 (Bl#6291), UAS-RokCAT (Bl#6669), UAS-Rac1N17 (gift by Norbert Perrimon), UAS-sqhE20E21 (Bl#64411), UAS-Arp3RNAi (Bl#32921), UAS-RhoGEF (gift by Norbert Perrimon), UAS-Arp2RNAi/TM3,sb (Bl#27705), UAS-Arp3RNAi (VDRC_GD35260), UAS-HepAct (Bl#9306), yw; UAS-Lifeact-Ruby (Bl#35545), w; Byn-Gal4, tubGal80ts, UAS-gfp/TM6B (Bangi et al., 2012), w;UAS-RasV12 (Bl#64196). Crosses were reared at 18°C and adult flies were transferred to 29°C to induce the transgenes before experiments. We crossed females of the Gal4 line to UAS lines of interest using the reference line, *w^1118^*, as a basic control. Thus, half of the nuclear DNA, all the mitochondrial DNA, and the egg nutrients were supplied by mothers of the same genotype and were identical among the progeny compared. To alleviate concerns regarding remaining genetic background differences among the UAS lines and the reference line, we used alternative UAS lines per gene and many UAS lines per pathway in multiple instances.

### Dissemination assay

Per Bangi et al. (2012), anesthetized female flies were lined up and immobilized on glass slides coated with Vaseline with their ventral sides up. The glass slide was then transferred into a Petri dish and submerged in 1x PBS solution (10x PBS: 1.3 M NaCl, 0,07 M Na_2_HPO_4_, 0,03 M NaH_2_PO_4_), so that a complete coverage of the fly bodies was achieved. Using forceps, the abdomens were opened to make a ‘fillet’, intestines and ovaries removed and the number of GFP+ foci along the abdominal cavity was counted using a Leica M165 FC dissecting stereoscope with a GFP filter under a ×10 magnification. Each experiment was performed in duplicate (*n*=30 in each replicate). Error bars throughout represent standard deviation of the mean (s.d.). *P*-values were calculated using the Fisher's exact test with a 5×2 contingency table to assess the five phenotypic classes between two conditions at a time.

### Immunohistochemistry

Fifteen hindguts per genotype were dissected onto a silicon plate in 1x PBS drop and fixed for 1 h with 9% formaldehyde (FA) at room temperature (RT). For FasIII immunostaining, hindguts were fixed in 4% FA for 30 min at RT. Following completion of the fixation period the samples were rinsed three times with 1x PBS to remove any residual FA. Hindguts were then incubated into PBT (1× PBS, 0.5% BSA, 0.1% Triton X-100) blocking solution for 1 h to achieve tissue permeabilization and blocking of non-specific antibody binding sites. Then, blocking solution was removed and primary antibodies diluted in PBT solution were added and incubated with tissue samples overnight in the dark at 4°C. Primary antibodies: anti-Mmp1 antibody cocktail 1:100 (mouse, 3B8D12, 5H7H11 and 3A6B4 from DSHB), anti-Fas III 1:100 (mouse, 7G10 from DSHB). The next day, hindguts were washed three times for 10 min in PT (1x PBS, 0.2% Triton-X) solution. Secondary antibodies against mouse, rabbit or guinea pig conjugated to Alexa fluor 555 (Invitrogen) were used at 1:1000. Samples were incubated in secondary antibody solution including DAPI (Sigma, 1:3000 of 10 mg/ml stock) for 2 h at room temperature (RT), in the dark, with mild shaking. Finally, samples were washed three times with PT to remove unbound antibody and mounted on glass microscope slides in 20μl of Vectashield (Vector), covered with glass coverslips and sealed with nail polish. Images of the immunostained hindguts were captured using the LEICA TCS SP2 AOBS confocal microscope.

### Hindgut size

Length and width were assessed from GFP pictures acquired with a fluorescent Leica M165 FC stereomicroscope (at 6.3x magnification) and their width and length were analysed using ImageJ (https://imagej.net/ij/). Clicking on the Analyze, Set Scale option, using the length of the picture as 2048 pixels corresponding to 1.65 mm. Using the segmented line option, a line was drawn manually, starting from hindgut proliferating zone (HPZ) and ending just before the rectum. For the width measurement, straight lines indicating the width of pylorus (HPZ), the middle ileum and posterior ileum were manually drawn vertically to the gut length. The length of the lines was measured and thereby the gut's dimensions, by clicking on the Analyze, Measure option.

### Nuclei DNA content

Per previous studies (Tamamouna et al., 2020) nuclear DNA was calculated from non-saturated confocal images using ImageJ. Images of the middle hindgut were captured at 63× magnification, zoom 1× and 1024×1024 format and produced as a maximum projection of 10-15 sections serial imaging. Sum projections were used to measure the total DAPI fluorescence from individual nuclei using ImageJ in anterior and posterior images of the midguts. Specifically, each and every nucleus (excluding nuclei that overlapped) was selected manually using the circular selection tool of the software and surface and integrated density were acquired. Data points of hundreds of cells arising from ≥3 hindgut parts were added to generate BoxPlots.

### Reverse transcription quantitative PCR (RT-qPCR)

For RNA extraction 100 hindguts (without the rectum) were dissected for each genotype in three biological replicates. Tissue dissections were performed in 1x PBS drops on a silicon plate followed by an immediate freezing on dry ice, so that maximizing tissue integrity and eliminating potential RNA degradation. Sample tissues were homogenized at 50 Hz for 10 min in 500 μl Qiazol using the TyssueLyser LT (Qiagen) and a stainless-steel bead (5 mm diameter). Next, the homogenized tissues were incubated at RT for 5 min. Sample phase separation was mediated by the addition of 100 μl chloroform (CHCI_3_) followed by a vigorous shaking for 15-20 s and centrifugation at 12000 ***g*** for 15 min at 4°C. The resulting upper phase, which contains the RNA was carefully transferred into a clean Eppendorf tube. Finally, 250 μl isopropanol were added and mixed in the RNA sample and incubated at RT for 15 min. A second step of centrifugation at 12,000 ***g*** for 15 min at 4°C was performed to pellet the RNA. Supernatant was then discarded, and RNA pellet was carefully rinsed with 200 μl 70% EtOH. A last centrifugation step at 8000 ***g*** for 5 min at 4°C occurs to completely remove any residual EtOH. The pellet was then dissolved in 20 μl RNase free water and the concentration of RNA in the sample was determined using the NanoDrop 200c Spectrophotometer (Thermo Fisher Scientific).

For cDNA synthesis 800 ng of total RNA were used to synthesize the cDNA using Promega RQ1 RNase-Free DNase Kit according to the manufacturer’s protocol. RNA was treated with DNAse I mixture (RQ1 10× buffer, 1 μl RQ1 DNase enzyme from Promega) for 30 min at 37°C to eliminate the genomic DNA contamination. Reaction was ceased by the addition of RQ1 DNAse stop solution and 10 min incubation at 65°C. Reverse transcription was performed using 145.4 ng of the total DNAse-treated RNA by using the TaKaRa Prime ScriptTM RT Master Mix Kit. Following completion of the reverse transcription reaction, the cDNA is diluted (1:6) in RNase/DNase free water. For each qPCR reaction 6 μl cDNA, 4 μl gene specific primers and 10 μl KAPA SYBR Supermix (Kapa Biosystems) were used. qPCR amplification was then performed based on the following amplification program on the CFX96 Real-Time System/C1000 Thermal Cycler (Bio-Rad): 95°C for 30 s (initial denaturation), 40 cycles of 95°C for 10 s (denaturation), 60°C for 30 s (annealing), 65°C for 30 s (extension) and 65°C for 1 min (final extension). The expression of the genes of interest was normalized to the expression levels of two reference genes, *rpl32* and *α-tubulin* using the 2^−ΔΔCt^ method. Data were analysed using the Bio-Rad CFX Manager 3.1 program.

### Protein extraction

For sub-cellular protein fractionation hindgut tissues were collected on dry ice as described earlier. Tissue homogenization was performed at 50 Hz for 10 min into a 2 ml tube containing 150 μl Buffer A with 0.1% Triton (10 mM HEPES, 10 mM KCL, 1.5 mM MgCl2, 0.34 mM sucrose, 10% glycerol, 100 μl, 0,1% Triton-X 100, 1 mM DTT, 1 tablet of protease inhibitors, dissolved in DNAse-RNAse free water) and a stainless-steel bead using the TyssueLyser LT (Qiagen). Following homogenization, samples were incubated on ice for 30 min with vortexing every 10 min. 50 μl of the protein lysate were transferred into a clean tube and referred to as the whole tissue extract (WTE). The remaining 150 μl of protein extract were centrifuged at 21,000 ***g*** for 10 min at 4°C producing a supernatant (S1) and a pellet (P1). S1 sample was subjected to the centrifugation step as previously for four times until the S5 supernatant (cytoplasmic fraction-CF) was collected. Following completion of each centrifugation step, the supernatant was transferred into a clean tube while the pellet was discarded. P1 pellet was treated with 100 μl Buffer A (without Triton) and centrifuged at 6000 ***g*** for 10 min at 4°C. This step was performed twice to eliminate the cytoplasmic protein contamination of pellet and ensure purity. At the final centrifugation step supernatant is removed and P1 pellet is dissolved into 70 μl of Buffer B (10 mM HEPES, 3 mM EDTA, 0.2 mM EGTA, 1 mM DTT, 1 tablet of protease inhibitors, dissolved in DNAse-RNAse free water). The sample was then incubated on ice for 30 min with vortexing every 10 min. Completion of this step P1 denoted the nuclear protein fraction (NF) of the sample.

For western blotting the samples that were not subjected to sub-cellular fractionation were homogenized into Buffer A with 0.1% Triton followed by 30 min incubation on ice with vortexing every 10 min, as described above.

### Western blotting

Protein lysates were boiled in 4× Laemmli Buffer for 10 min at 95°C and separated using standard immunoblotting protocol. Small proteins (20-70 kDa) were separated through a 12% SDS–PAGE while larger proteins through an 8% SDS–PAGE. The gel was placed into an electrophoresis tank and run for 1-1.5 h in 200 V until efficient protein separation as indicated by the 240 kDa prestained protein ladder (Nippon Genetics) was achieved. Proteins were then transferred to a PVDF membrane, which had been previously soaked in methanol for 1 min. Protein transfer was carried out at 100 V for 1.5 h at 4°C. Next, the membrane was incubated in Ponceau S solution to confirm transfer efficiency, rinsed and blocked in 5% skimmed milk dissolved in 1× TBS-Tween 20 (TBS-T) buffer for 1 h on a shaking platform at RT. Then, the membrane was incubated with the primary antibody overnight at 4°C. Primary antibodies were diluted in 5% skimmed milk, 1x TBS-T, unless otherwise recommended. Primary antibodies: anti-E-cadherin 1:200 (rat, DCAD2 from DSHB), anti-sqh 1:5000 (rabbit, gift from Karess R.), anti-p-sqh 1:1000 (rabbit, 3671S from CST), anti-Mmp1 antibody cocktail 1:1000 (mouse, 3B8D12, 5H7H11 and 3A6B4 from DSHB). Following primary antibody incubation, the membrane was washed for 20 min with 1× TBS-T and then for additional 10 min with fresh 1× TBS-T. Finally, the membrane was incubated with an HRP-conjugated secondary antibody of choice (1:10,000 dilution) at RT for 1 h on a shaking platform. Then, the membrane was washed as before, and protein signal detection was performed using the SuperSignal™ West Femto Maximum Sensitivity Substrate (Invitrogen) and Syngene G-Box gel documentation system. Protein expression was quantified compared to the syntaxin (mouse, 1:1000, DSHB #8C3) loading control using the ImageJ software. The mean intensity of respective protein bands from three different immunoblots was used for the quantification.

### Transcriptomics analysis

RNA was isolated from three replicates of 100 control hindguts (*w;;byn-Gal4tubGal80^ts^UAS-gfp/+*) and hindguts expressing the *Ras^V12^* oncogene (*w;UAS-Ras^V12^/+;byn-Gal4tubGal80^ts^UAS-gfp/+*) for 7 days at 29°C. RNA quality was assessed on a Bioanalyzer (Agilent Technologies) with RNA 6000 Nano Kit reagents and protocol (Agilent Technologies), followed by use of the 3′ mRNA-Seq Library Prep Kit protocol for Ion Torrent (QuantSeq-LEXOGEN Vienna, Austria) according to the manufacturer's instructions. Briefly, up to 500 ng of RNA was used for first and second-strand synthesis, followed by amplification. Library quality and quantity were assessed on a Bioanalyzer with DNA High Sensitivity Kit reagents and protocol (Agilent Technologies). The libraries were pooled together and templated and enriched on an Ion Proton One Touch system. Templating was performed using the Ion PI Hi-Q OT-II 200 Kit (Thermo Fisher Scientific), followed by sequencing with the Ion PI Hi-Q Sequencing 200 Kit on Ion Proton PI V2 chips (Thermo Fisher Scientific) on an Ion Proton System, as per the manufacturer's instructions.

Raw reads were aligned to the *Drosophila* genomic build dm6 through in two steps. Firstly, reads were mapped with hisat2 (Kim et al., 2019) using the default parameters and then, the unmapped reads were mapped with bowtie2 (Langmead and Salzberg, 2012) using the local and very sensitive parameters. Prior to the statistical testing procedure, the gene read counts were filtered for possible artifacts that could affect the subsequent statistical testing procedures. 

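The deposited files still list the genes that the authors' filters removed, and their rows fall into 6 consecutive blocks. The first block holds 5562 genes, each with a value above 9 in at least 3 libraries and longer than 500 bp by the Ensembl annotation. The second block holds 6531 genes listed at 0 in all 6 libraries. The third block holds 817 genes, of which 806 are shorter than 500 bp by that annotation.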

Genes presenting any of the following were excluded from further analysis: (i) genes with zero reads (6531), (ii) genes with length less than 500 (817 genes), (iii) genes whose average reads per 100 bp was less than the 25th quantile of the total normalized distribution of average reads per 100 bp (824 genes with cutoff value 0.26135 average reads per 100 bp), (iv) genes with read counts below the median read counts of the total normalized count distribution (3931 genes with cutoff value) normalized read counts. 

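The remaining blocks of rows hold 820, 2564 and 1323 genes. No gene of the 2564 exceeds the median value of 9 in any library, and each of the 1323 exceeds it in 1 or 2 libraries only. The 5 blocks after the first together hold 12055 of the 17617 genes. The test used here kept each gene above the median in at least 1 library and applied no limit on length or on reads per length, and it covered 7155 genes. Outside the first block, 170 genes exceed the median in 3 or more libraries. With the 5562 genes of the first block alone, a choice made after the data were examined, 1170 genes had a limma adjusted p under 0.05.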

The total (unified) number of genes excluded due to the application of all filters was 12055. The resulting gene counts were subjected to differential expression analysis for *byn-G4* versus *byn-G4 U-Ras^V12^* using the Bioconductor packagemetaseqR2 with the DESeq algorithm and the utr parameter (Fanidis and Moulos, 2021). DEGs were identified based on an absolute log2 fold change (|log2(FC)|>1) and a *P*-value <0.05. The code is publicly available at https://github.com/alex-galaras/panagi_et.al.2025. DEGs were further analysed using the DAVID (Database for Annotation, Visualization and Integrated Discovery) database to discover enriched functional-related gene groups. However, we manually curated the genes listed in three functional categories: cytoskeleton, immunity and stress, and cell polarity and adhesion, because of multiple false positive and false negative genes listed as cytoskeletal and immunity related.

## Supplementary Material

10.1242/biolopen.061960_sup1 Supplementary information

# Supplementary material for: A feed-forward loop between Toll/NF-κB and Rac1 promotes epithelial to mesenchymal transition of Ras-oncogenic hindgut enterocytes in Drosophila
**Source:** Biol Open. 2025 Jun 17;14(6):bio061960. doi: 10.1242/bio.061960
**Supplement:** Supplementary information

**Table S1. Cytoskeleton DEGs (Ras<sup>V12</sup> vs Control)**

| Gene Name         | Fold Change (log2) | Ratio | <i>p</i> -value | FDR     |
|-------------------|--------------------|-------|-----------------|---------|
| <i>Act42A</i>     | 2.79               | 6.90  | 1.3E-06         | 7.7E-05 |
| <i>Myo31DF</i>    | 2.55               | 5.85  | 1.1E-05         | 4.9E-04 |
| <i>betaTub60D</i> | 2.48               | 5.59  | 8.7E-06         | 3.8E-04 |
| <i>rols</i>       | 2.48               | 5.56  | 5.9E-05         | 2.0E-03 |
| <i>Arpc3A</i>     | 2.13               | 4.39  | 5.5E-04         | 1.2E-02 |
| <i>Cortactin</i>  | 2.12               | 4.36  | 2.8E-04         | 7.0E-03 |
| <i>capt</i>       | 2.00               | 4.01  | 1.1E-03         | 2.1E-02 |
| <i>Fas2</i>       | 1.96               | 3.90  | 1.6E-03         | 2.6E-02 |
| <i>Whamy</i>      | 1.93               | 3.81  | 4.5E-03         | 5.8E-02 |
| <i>Akap200</i>    | 1.89               | 3.71  | 1.5E-03         | 2.5E-02 |
| <i>trio</i>       | 1.87               | 3.65  | 2.6E-03         | 3.9E-02 |
| <i>sqh</i>        | 1.82               | 3.53  | 1.4E-03         | 2.4E-02 |
| <i>Fim</i>        | 1.76               | 3.40  | 1.9E-03         | 3.0E-02 |
| <i>zip</i>        | 1.76               | 3.39  | 3.7E-03         | 5.0E-02 |
| <i>ena</i>        | 1.68               | 3.21  | 2.8E-03         | 4.0E-02 |
| <i>Sep2</i>       | 1.66               | 3.16  | 1.6E-03         | 2.7E-02 |
| <i>twf</i>        | 1.62               | 3.07  | 2.4E-03         | 3.6E-02 |
| <i>Pkn</i>        | 1.61               | 3.06  | 3.8E-03         | 5.1E-02 |
| <i>mys</i>        | 1.60               | 3.04  | 5.9E-03         | 6.8E-02 |
| <i>capu</i>       | 1.54               | 2.90  | 1.6E-02         | 1.3E-01 |
| <i>Mlc-c</i>      | 1.46               | 2.76  | 1.6E-02         | 1.3E-01 |
| <i>tsr</i>        | 1.41               | 2.66  | 1.7E-02         | 1.4E-01 |
| <i>Pak</i>        | 1.41               | 2.65  | 4.7E-02         | 2.6E-01 |
| <i>mst</i>        | 1.40               | 2.64  | 2.2E-02         | 1.6E-01 |
| <i>Map205</i>     | 1.39               | 2.62  | 1.7E-02         | 1.4E-01 |
| <i>Rok</i>        | 1.34               | 2.54  | 2.2E-02         | 1.6E-01 |
| <i>stac</i>       | 1.29               | 2.44  | 2.0E-02         | 1.5E-01 |
| <i>Jupiter</i>    | 1.26               | 2.39  | 3.1E-02         | 2.0E-01 |
| <i>Arpc5</i>      | 1.24               | 2.36  | 2.4E-02         | 1.7E-01 |
| <i>betaTub56D</i> | 1.20               | 2.30  | 3.6E-02         | 2.2E-01 |
| <i>Arpc1</i>      | 1.17               | 2.26  | 2.8E-02         | 1.9E-01 |
| <i>Rep</i>        | 1.15               | 2.22  | 4.1E-02         | 2.4E-01 |
| <i>Zasp52</i>     | -1.17              | 0.44  | 3.4E-02         | 2.2E-01 |
| <i>Mlc2</i>       | -1.35              | 0.39  | 2.0E-02         | 1.6E-01 |
| <i>Mhc</i>        | -1.42              | 0.37  | 1.7E-02         | 1.4E-01 |
| <i>sgg</i>        | -1.46              | 0.36  | 1.7E-02         | 1.4E-01 |
| <i>wupA</i>       | -1.57              | 0.34  | 5.0E-03         | 6.1E-02 |
| <i>spir</i>       | -1.61              | 0.33  | 1.9E-02         | 1.5E-01 |
| <i>Act87E</i>     | -1.69              | 0.31  | 5.2E-03         | 6.3E-02 |
| <i>Mlc1</i>       | -1.92              | 0.26  | 7.2E-04         | 1.4E-02 |
| <i>HERC2</i>      | -1.97              | 0.25  | 9.9E-03         | 9.8E-02 |
| <i>Myo28B1</i>    | -2.00              | 0.25  | 4.9E-03         | 6.1E-02 |
| <i>up</i>         | -2.00              | 0.25  | 7.0E-04         | 1.4E-02 |
| <i>corto</i>      | -2.03              | 0.24  | 4.6E-04         | 1.0E-02 |
| <i>Actn</i>       | -2.09              | 0.23  | 1.4E-04         | 4.2E-03 |
| <i>Tm2</i>        | -2.29              | 0.20  | 1.4E-04         | 4.1E-03 |
| <i>tau</i>        | -2.30              | 0.20  | 1.7E-04         | 4.8E-03 |

**Table S2. Immunity and Stress DEGs (Ras<sup>V12</sup> vs Control).**<sup>1</sup>Imd pathway; <sup>2</sup>Toll pathway; <sup>3</sup>JNK/p38 pathway

| Gene Name                    | Fold Change (log2) | Ratio  | <i>p</i> -value | FDR     |
|------------------------------|--------------------|--------|-----------------|---------|
| <i>AttD</i> <sup>1</sup>     | 8.09               | 272.67 | 2.1E-24         | 6.0E-21 |
| <i>AttB</i> <sup>1</sup>     | 5.02               | 32.50  | 1.4E-12         | 4.5E-10 |
| <i>AttA</i> <sup>1</sup>     | 4.75               | 26.83  | 3.8E-11         | 8.5E-09 |
| <i>PGRP-SA</i> <sup>2</sup>  | 4.33               | 20.09  | 1.3E-11         | 3.3E-09 |
| <i>PGRP-SD</i> <sup>1</sup>  | 4.16               | 17.83  | 2.5E-10         | 4.1E-08 |
| <i>Ets21C</i> <sup>3</sup>   | 3.83               | 14.25  | 4.4E-06         | 2.1E-04 |
| <i>IM18</i>                  | 3.46               | 10.98  | 2.6E-08         | 2.7E-06 |
| <i>18w</i> <sup>2</sup>      | 3.32               | 10.00  | 3.0E-06         | 1.5E-04 |
| <i>Rab30</i> <sup>3</sup>    | 1.88               | 3.69   | 8.4E-03         | 8.7E-02 |
| <i>psh</i> <sup>2</sup>      | 1.74               | 3.35   | 1.5E-02         | 1.3E-01 |
| <i>Dro</i> <sup>1</sup>      | 1.68               | 3.21   | 6.6E-03         | 7.4E-02 |
| <i>grass</i> <sup>2</sup>    | 1.67               | 3.18   | 8.9E-03         | 9.1E-02 |
| <i>Jra</i> <sup>3</sup>      | 1.64               | 3.11   | 4.6E-03         | 5.9E-02 |
| <i>p38a</i> <sup>3</sup>     | 1.48               | 2.79   | 2.4E-02         | 1.7E-01 |
| <i>l(2)34Fc</i> <sup>2</sup> | 1.36               | 2.57   | 1.6E-02         | 1.3E-01 |
| <i>key</i> <sup>1</sup>      | 1.31               | 2.48   | 3.4E-02         | 2.2E-01 |
| <i>spirit</i> <sup>2</sup>   | 1.19               | 2.28   | 4.9E-02         | 2.7E-01 |
| <i>IM3</i> <sup>2</sup>      | -1.42              | 0.37   | 7.4E-03         | 8.1E-02 |
| <i>IM4</i> <sup>2</sup>      | -1.53              | 0.35   | 2.3E-03         | 3.5E-02 |
| <i>sphe</i> <sup>2</sup>     | -1.88              | 0.27   | 3.3E-03         | 4.6E-02 |
| <i>sick</i> <sup>1</sup>     | -2.18              | 0.22   | 4.8E-04         | 1.0E-02 |
| <i>BaraA1</i> <sup>2</sup>   | -2.82              | 0.14   | 1.5E-06         | 8.7E-05 |
| <i>BaraA2</i> <sup>2</sup>   | -3.08              | 0.12   | 2.2E-06         | 1.2E-04 |

**Table S3. Cell Polarity and Adhesion DEGs (Ras<sup>V12</sup> vs Control)** <sup>1</sup>Septate Junction; <sup>2</sup>Extracellular matrix; <sup>3</sup>Basement membrane

| Gene Name                       | Fold Change (log2) | Ratio | <i>p</i> -value | FDR     |
|---------------------------------|--------------------|-------|-----------------|---------|
| <i>Tig</i>                      | 4.75               | 26.98 | 2.2E-12         | 6.7E-10 |
| <i>Mec2</i>                     | 4.09               | 17.00 | 2.2E-06         | 1.2E-04 |
| <i>Tsp42Eb</i>                  | 3.42               | 10.74 | 9.9E-08         | 8.0E-06 |
| <i>bbg</i> <sup>1</sup>         | 3.16               | 8.94  | 7.3E-07         | 4.8E-05 |
| <i>Invadolysin</i> <sup>2</sup> | 2.95               | 7.73  | 1.4E-06         | 8.4E-05 |
| <i>insc</i>                     | 2.81               | 7.00  | 8.8E-04         | 1.7E-02 |
| <i>Tsp2A</i> <sup>1</sup>       | 2.59               | 6.03  | 2.5E-05         | 9.7E-04 |
| <i>mesh</i> <sup>1</sup>        | 2.51               | 5.69  | 3.9E-05         | 1.4E-03 |
| <i>Tsp42Ed</i>                  | 2.49               | 5.61  | 5.6E-05         | 1.9E-03 |
| <i>Inx7</i>                     | 2.35               | 5.10  | 1.7E-03         | 2.8E-02 |
| <i>Ssk</i> <sup>1</sup>         | 2.26               | 4.77  | 2.7E-04         | 6.9E-03 |
| <i>Mmp1</i> <sup>2</sup>        | 2.10               | 4.30  | 2.0E-04         | 5.4E-03 |
| <i>Tsp42Ei</i>                  | 2.10               | 4.28  | 6.0E-04         | 1.3E-02 |
| <i>aPKC</i>                     | 2.03               | 4.07  | 2.5E-03         | 3.7E-02 |
| <i>scb</i>                      | 1.90               | 3.74  | 6.2E-04         | 1.3E-02 |
| <i>mew</i>                      | 1.78               | 3.42  | 2.8E-03         | 4.0E-02 |
| <i>pins</i>                     | 1.77               | 3.42  | 1.6E-02         | 1.3E-01 |
| <i>bark</i>                     | 1.70               | 3.25  | 3.0E-03         | 4.3E-02 |
| <i>pio</i>                      | 1.55               | 2.93  | 5.2E-03         | 6.3E-02 |
| <i>l(2)gl</i> <sup>1</sup>      | 1.35               | 2.54  | 1.7E-02         | 1.4E-01 |
| <i>Tsp39D</i>                   | 1.18               | 2.26  | 4.6E-02         | 2.6E-01 |
| <i>Tsp42Ei</i>                  | 1.11               | 2.15  | 4.0E-02         | 2.4E-01 |
| <i>parvin</i>                   | 1.05               | 2.07  | 4.8E-02         | 2.6E-01 |
| <i>Col4a1</i> <sup>3</sup>      | -2.90              | 0.13  | 4.0E-06         | 2.0E-04 |
| <i>vkq</i> <sup>3</sup>         | -1.89              | 0.27  | ~0.05           | 2.7E-01 |

How the deposited data were processed for this re-analysis (not part of the article)

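RNA was sequenced from dissected hindguts of flies that expressed *Ras V12* in hindgut enterocytes and of control flies, with 3 libraries per genotype and 100 hindguts per library, after 7 days at 29°C. The authors made QuantSeq 3′ mRNA libraries, sequenced them on an Ion Proton, aligned the reads to dm6 with hisat2 at default settings, and aligned the unmapped reads with bowtie2 in its local, very sensitive mode. The authors filtered the read counts per gene and tested differential expression through metaseqR2 with the DESeq algorithm and the utr parameter. The paper's text does not state the versions of these tools or how reads were counted per gene. The deposited values are a signal per gene that the authors made by multiplying the read counts of each library by 1 factor and rounding to whole numbers. Raw reads per gene are not among the deposited values. The genes that the authors' filters removed are still listed in them.

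The samples were grouped by genotype as the labels give it, and all 6 libraries were used. Totals ranged from 932389 to 1031380 normalized counts per library, with medians of 964629 in control and 1007773 in *Ras V12* libraries. The factor of each library was recovered from the whole numbers that occur in it. In control replicate 1 a unit of the scale corresponds to 0.711 reads, so some whole numbers cannot occur and low values there are coarse. Gene names, positions and lengths were taken from the Ensembl 115 annotation on BDGP6.54. Of the 17617 identifiers, 17520 matched it, and 4 more (*zip*, *18w*, *betaTub60D* and *BaraA2*) carried an older number and were settled by their place in the file order. The other 93 had no name.

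The plan written before the data were examined assumed raw counts. It named edgeR's quasi-likelihood test with TMM normalization and the DESeq2 Wald test as an alternative, which were not run, because both need read counts and the deposited values are already scaled. In their place limma 3.58.1 in R 4.3.3 was fitted to log2(value + 1) with the authors' scaling kept, empirical Bayes moderation with a variance trend, a two-sided test and Benjamini-Hochberg adjustment over the genes tested. This choice was made after the deposited values had been examined. The filter of the plan was kept: a gene was tested when its value exceeded the median of 9 in at least 1 library, which left 7155 of the 11086 genes with a value. The study's own thresholds, an unadjusted p under 0.05 and a log2 fold change above 1 either way, were applied to the same fit. Ratios of means with 1 added were computed for comparison with the supplementary tables. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9.

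Of the 13 gene lists of the plan, 12 are reported: sarcomere genes outside Table S1, Toll pathway genes of Fig. 6 outside Table S2, Ras/EGFR feedback and target genes, JNK target genes, antimicrobial peptide genes, basement membrane genes, S-phase genes, mitosis genes, fat body markers, hemocyte markers, midgut digestive enzyme genes and neuron markers. They leave out the genes of the supplementary tables. Each was tested with limma's fry, adjusted over the 12 lists with at least 2 tested genes, which include the list that is not reported, and camera was run with a preset correlation between genes of 0.01 and with an estimated one. After values had been seen, 8 gene families taken by symbol and 3 further lists (ovary and egg genes, enteroendocrine peptide genes other than *NPF*, and Malpighian tubule markers) were added, and these were adjusted separately. Genes named in the text are those the paper, its Figs 2, 3 and 6 and Tables S1-S3 name, *Ras85D*, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean value of at least 50 and no overlap between genotypes. The plan applied the mean of 50 to TMM-normalized counts, and the deposited value was used instead. Any other gene named was chosen after its values were seen.

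The alternatives set in the plan and run were library size alone, RLE factors, upper-quartile factors, limma-voom on the deposited values, a minimum value of 10 in 3 or more libraries with a sum of at least 15 (the default rule of the filter in the plan, written out by hand), no filter, a gene length of at least 500 bp, the replicate number as a block, each library left out in turn, and camera for the lists. Added after the data were examined were pseudocounts of 0.5 and 5, no variance trend, TMM factors computed on the deposited values with trims of 30% and 5%, limma-voom on recovered reads, and the genes the authors tested. Other splits of the 6 libraries into groups of 3 were fitted the same way.

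The procedure was tested on simulated data of the same layout. Of 200 genes simulated with a log2 change of 2 and a dispersion of 0.1, 196 were tested and 149 (76%) had an adjusted p under 0.05, with 8 unchanged genes among the calls (5.1%). Median fold changes were 1.93 for the simulated rises and −1.87 for the falls. A simulation without changes gave 0 calls among 6196 genes. A list of 15 changed genes had an adjusted p of 0.000228 and a list of 15 unchanged genes 0.252 in limma's fry test. The RT-qPCR, imaging and dissemination experiments of the paper have no deposited values and were left out.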

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

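The test of the Ras/EGFR gene list was planned, and some of the processing alternatives were set in advance. The other tests in this part were chosen after the results they weigh had been seen. A set of 4 genes that the paper does not discuss had some of the largest rises in *Ras V12* hindguts, far above their level in the control libraries. *CG5070* had normalized counts of 97, 155 and 3 in control and 16217, 14220 and 12537 in *Ras V12* hindguts, a log2 fold change of 8.50 (limma's adjusted p = 4.11e-05, higher in 3 of 3 libraries). Leaving out control replicate 3, its lowest library, gave 6.85, and leaving out control replicate 2 gave 9.49. *NPF*, which encodes neuropeptide F, had 0, 1 and 1 against 605, 430 and 518. Its fitted log2 fold change was 8.34, and it was at least 173-fold higher. *CG34227* had 79, 94 and 41 against 16030, 24194 and 20537, a log2 fold change of 8.19 (limma's adjusted p = 7.31e-10). *CG13218* had 0, 0 and 1 against 450, 255 and 206, with a fitted log2 fold change of 7.84, and was at least 101-fold higher. None of the 4 overlaps another gene of the annotation.

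The scaling is not a technical explanation for these rises, because *CG5070* and *CG34227* kept an adjusted p under 0.05 with library size alone, RLE, upper-quartile and TMM factors, with the lowest log2 fold changes of 8.43 and 8.13. Midgut tissue carried along with the *Ras V12* hindguts would bring its digestive enzyme transcripts. Of 13 digestive enzyme genes, 0 were higher in every *Ras V12* library than in every control library, and 12 lay at or below 20 normalized counts in every library. The mean sum over the 13 genes was 89.7 in control and 149.7 in *Ras V12* libraries. This sum goes in the direction of the explanation, so a small amount of midgut RNA cannot be excluded. Enteroendocrine cells, which make neuropeptide F, would bring other peptide transcripts. Of 8 other enteroendocrine peptide genes, 0 were higher in every *Ras V12* library than in every control library. Their highest value in a *Ras V12* library was 18, against at least 430 for *NPF*. A change of *NPF* alone within such cells was not tested. *CG13218* and *CG34227* lie at the ends of a stretch of 13 genes on chromosome 2R (11233192 to 11248610), which was chosen after its values were seen. In this stretch all 6 genes that could be tested had an adjusted p under 0.05. The *Ras V12* transgene is carried on the second chromosome. A strain difference on that chromosome therefore stays open for these 2 genes, as does an effect of *Ras V12* itself. The mothers were of the same line for both genotypes and the fathers were not. A background difference on other chromosomes thus stays open too, for *CG5070*, *NPF* and every other gene compared between the genotypes. None of these explanations was tested.

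The Ras/EGFR feedback and target genes, which the paper does not discuss, were higher as a list. Of 9 genes listed, 6 could be tested and all 6 had higher means in *Ras V12* hindguts, with a median log2 fold change of 1.09 (adjusted p = 0.0176 over 12 lists, limma's fry test). The genotypes did not overlap in 4 of the 6, against 10% by chance. Only *rho* had an adjusted p under 0.05 by itself. It had 0, 2 and 1 normalized counts in control and 97, 107 and 42 in *Ras V12* hindguts and was at least 27.3-fold higher. The median does not depend on the size of this bound, since *rho* is the highest of the 6 genes. The rise did not rest on *rho* alone, because the other 5 genes had a median of 0.94 and a fry p of 0.00616. Activity of the Ras pathway in these cells is a candidate explanation that the design gives. The list test lost its adjusted p under 0.05 under several alternatives, up to 0.412 with camera and an estimated correlation between genes, so the rise is uncertain.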

How the results depend on the processing

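The alternatives marked as added were chosen after seeing the data, and the others were set in advance. Of 135 named genes, 131 had the same direction under every alternative run, and 51 changed sides of an adjusted p of 0.05 in at least 1. Over genes and alternatives there were 162 losses of a call, 97 of them with a library left out, and 36 gains, 13 of them with a library left out. The 13 reversals concerned *Rho1*, *sphe*, *spz* and *Tl*. The DESeq2 Wald test was not run, because the deposited values are not read counts.

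The number of genes with an adjusted p under 0.05 stayed within 1.5 times the 1198 reported, from 1014 with limma-voom to 1248 with the added pseudocount of 5, except in 2 cases. Without the variance trend, an added alternative, it was 704. Across the 6 fits that each left out a library it ran from 642 without *Ras V12* replicate 2 to 1259 without control replicate 3, where fewer samples are tested. The share of these genes that were higher in *Ras V12* hindguts lay between 49.4% and 60.7%. Genes past the study's thresholds numbered 1302 to 1895. With a library left out, the count for Table S2 ran from 11 without *Ras V12* replicate 1 to 20 without control replicate 3, and for Table S3 from 14 without *Ras V12* replicate 1 or 2 to 21 without control replicate 3. Under the other alternatives these counts lay between 13 and 20 for Table S2 and between 16 and 23 for Table S3. For Table S1 the count under all alternatives ran from 35 without the variance trend to 44. Replicate numbers as a block gave 1058 genes, but libraries of the same number were not correlated in their deviations (across genes −0.046, 0.004 and −0.012), so the numbers were not read as pairs.

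Among the gene lists, adjusted p-values from limma's fry test are given. The fall of the sarcomere genes was lost only with camera and an estimated correlation between genes (0.112), and with camera at a preset correlation both list calls held. The Ras/EGFR genes lost their call with limma-voom on the deposited values (0.0934), the replicate block (0.0953), the added limma-voom on recovered reads (0.0908) and camera with an estimated correlation (0.412). With a library left out they ran from 0.012 without *Ras V12* replicate 3 to 0.101 without *Ras V12* replicate 2. The JNK target genes gained one with a minimum value of 10 (0.0346) and the added authors' tested genes (0.0436), and ran from 0.012 without *Ras V12* replicate 3 to 0.515 without control replicate 2. The antimicrobial peptide genes gained one with a minimum value of 10 (0.0325), and ran from 0.0218 without control replicate 2 to 0.222 without *Ras V12* replicate 3. The S-phase genes ran from 0.0406 without control replicate 3 to 0.688 without *Ras V12* replicate 1. The direction of the Toll pathway genes reversed with no filter (0.792), with the gene length minimum (0.889) and with the added authors' tested genes (0.599), and with a library left out their p ran from 0.589 to 0.976. The basement membrane genes reversed with no filter (0.995, from 0.285 to 0.858 with a library left out). The midgut (0.315 to 0.978) and neuron lists (0.589 to 0.999) also reversed with a library left out. Filters change which genes of a list are tested, and beyond this the cause was not tested.

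The log2 fold change of *Rho1* was −0.03 with library size alone, −0.026 with upper-quartile factors and −0.03 with limma-voom, and ran from −0.12 without *Ras V12* replicate 1 to 0.29 without *Ras V12* replicate 3. *spz* was −0.003 with limma-voom and ran from −0.63 without control replicate 2 to 0.66 without control replicate 3. *Tl* was 0.014 with the added pseudocount of 5 and ran from −0.27 without control replicate 2 to 0.57 without *Ras V12* replicate 1. *sphe* ran from −2.31 without control replicate 3 to 0.39 without control replicate 1. For *Tl* and *sphe* single libraries hold few counts, which limits them. The cause of the other changes was not tested.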

Differences from the paper's values

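No test was run for the differences in this part. The paper's Table S3 lists *Tsp42Ei* on a pair of rows, with the paper's log2 fold change of 2.10 on the first. The log2 ratio of means of *Tsp42Ei* was 1.11 here, which is close to the second row. None of the alternatives set before the data were examined closed the gap, with values from 1.05 to 1.15. The log2 ratio of means of *Tsp42El*, which Fig. 2 shows, was 2.10.

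In the paper's Table S1, 21 genes have an adjusted p under 0.05, and 42 had one here. The paper's values came from DESeq and those here from limma. The DESeq2 Wald test of the plan, which is nearer to the paper's test, was not run. None of the alternatives that were set before the data were examined and were run closed the gap, the lowest being 36 without *Ras V12* replicate 2. The lowest of those chosen after seeing the values was 35, without the variance trend, which did not close it either.

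The paper states that all but 3 of the genes with an unadjusted p under 0.05 changed by more than 1 on the log2 scale. Here 567 genes with such a p changed by 1 or less. These p-values too are from limma and the paper's from DESeq. None of the alternatives that were set before the data were examined and were run closed the gap, the lowest being 347 without *Ras V12* replicate 2.

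The paper lists several genes as differentially expressed that had an adjusted p of 0.05 or more here, while its own threshold is on the unadjusted p. *capu* passed 0.05 with a minimum value of 10, with the gene length minimum, without control replicate 3, and, among the settings chosen after seeing the values, with a pseudocount of 5 and with the authors' tested genes. *Jupiter* passed it with the gene length minimum, the replicate block, without control replicate 3, and, chosen after seeing the values, with a pseudocount of 5, limma-voom on recovered reads and the authors' tested genes. *Rep* passed it without control replicate 3, *spir* without the variance trend (chosen after seeing the values), and *Pak*, *key* and *vkg* under none of the settings run. *psh* passed it with the gene length minimum, without control replicate 2, and, chosen after seeing the values, with a pseudocount of 5 and the authors' tested genes. *Dro* passed it with the replicate block and without control replicate 3. *BomS3* passed it with upper-quartile factors, the gene length minimum, without control replicate 3 or *Ras V12* replicate 3, and, chosen after seeing the values, with a pseudocount of 5 and limma-voom on recovered reads. *sphe* passed it only without control replicate 3. The unadjusted p of *sphe* (0.466) and *vkg* (0.057) from limma also lay above 0.05.

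For *vkg* the listed log2 fold change in the paper is −1.89, against a log2 ratio of means of −1.44 here. Its value exceeds the median in 2 libraries only, and it is listed among the genes that the authors' filters removed. The paper reports *Rho1*, *Arp2* and *Arp3* among the genes that rose, measured by RT-qPCR on a day that its text does not state. In a further RT-qPCR series it describes *Arp2* and *Arp3* as little affected at the earlier day and as regulated at the later day. The sequenced libraries were taken before both of those days. A weak change of *Arp2* or *Arp3* in them therefore need not differ from the paper. In the sequenced libraries *Rho1* had a log2 fold change of 0.03 (limma's adjusted p = 0.947) and *Arp3* of 0.76 (limma's adjusted p = 0.173). No setting run gave either an adjusted p under 0.05. *Arp2* rose by 0.94 (limma's adjusted p = 0.0314), a call lost in 5 of the 6 fits that left out a library, with 0.0988 without *Ras V12* replicate 1.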

Other observations

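In this part, the tests of the planned gene lists, the comparison of control replicate 2 with *Ras V12* replicate 2 and the splits for the gene families were chosen before their result was seen. The other tests, the cut-off values behind them, the families and the added lists were chosen afterwards.

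The 6 libraries can be split into groups of 3 in 10 ways, so the share of splits as large as the real one cannot fall below 0.1. Every split other than the real one mixes both genotypes in each group, so the genotype difference widens the spread within groups. Low counts in those splits therefore do not measure the rate of false calls. Only 1 of the 10 splits, the real one, gave 1198 genes with an adjusted p under 0.05, and the highest of the others gave 5. Likewise 1 of 10 gave 1586 genes past the study's thresholds, with 233 the highest of the others. For Tables S1, S2 and S3 it was 1 of 10 each, and the others gave 0 genes. The study chose these genes for their change under the real split, so the counts for the tables are not independent evidence. It was 1 of 10 for the 2 gene lists with an adjusted p under 0.05, with 0 in the others, and 1 of 10 for the 7 gene families, with 1 the highest of the others.

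The control libraries held fewer reads than the *Ras V12* libraries. Control replicate 2 and *Ras V12* replicate 2 held nearly the same number. Of 397 genes with an adjusted p under 0.05 in the other 4 libraries, 394 (99.2%) differed in the same direction between this pair, which argues against the read number as the source of these differences. The first principal component of the tested genes held 48.8% of the variance and separated the genotypes. The second held 20.7%, and control replicates 1 and 3 lay at its ends.

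All 9 sarcomere genes of Table S1 fell, and a smaller share of muscle RNA in *Ras V12* libraries is a candidate explanation. It would lower all sarcomere genes by 1 factor. Of the 14 sarcomere genes outside Table S1, 4 lay more than 2 standard errors from their median of −0.98, where 5% would be expected (binomial p = 0.00417). Of these, *Msp300*, *TpnC47D* and *Mlp84B* lay above the median and *Mf* below. An earlier form of the test included the genes of Table S1 and gave 7 of 23, but those genes were selected for their change. Genes above the median may be expressed by other cells as well, so a smaller share of muscle RNA and a change within muscle cannot be told apart.

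The Bomanin, Daisho and Baramicin genes, which encode secreted immune peptides, were lower in *Ras V12* hindguts in all 10 cases tested, 6 of them with an adjusted p under 0.05, with a median log2 fold change of −1.52. Less fat body RNA in the *Ras V12* libraries is a candidate explanation. Relative to 6 fat body markers their mean log2 value changed by −0.88, with a spread of 0.42 (SD) within the genotypes. Without *TotA*, which rose, the change was −0.41 with a spread of 0.56, so less fat body RNA cannot be told apart from a lower expression of these genes. Control replicate 3 lay near the *Ras V12* libraries in this difference, at −2.30 against −2.38 in *Ras V12* replicate 2.

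Control replicate 3 lay apart from the other control libraries, and ovary or egg RNA in it was tested. Of 12 ovary and egg genes with a value, 5 had their highest value in control replicate 3, where 2 would be expected by chance. Their summed values were 56, 20 and 117 in control and 15, 4 and 9 in *Ras V12* replicates 1, 2 and 3. These counts are too low to tell whether such RNA may explain the difference of this library. As a list, the 4 ovary and egg genes that could be tested had a median log2 fold change of −2.37 (adjusted p = 0.11, limma's fry test, from 0.0419 without control replicate 2 to 0.401 without *Ras V12* replicate 2). Without control replicate 3 this list could not be tested. For 3 enteroendocrine peptide genes other than *NPF* the median was −0.74 (adjusted p = 0.402, limma's fry test). It was −1.80 without control replicate 3 (0.0834), −2.06 without *Ras V12* replicate 1, where 2 genes were tested, and between −0.22 and −0.20 without control replicate 1, control replicate 2 or *Ras V12* replicate 3. For 2 Malpighian tubule markers the median was −0.73 (adjusted p = 0.688, limma's fry test) and −1.76 without control replicate 3 (0.115), and without control replicate 1 the list could not be tested.

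Genes for energy metabolism were lower in *Ras V12* hindguts as families, under each scaling alternative. The median log2 fold change was −1.14 for V-ATPase genes (17 of 18 lower, adjusted p = 0.00153, limma's fry test), −0.96 for complex I genes (33 of 33 lower, 0.0033), −0.97 for cytochrome c oxidase genes (9 of 9 lower, 0.0037), −0.77 for ubiquinol-cytochrome c reductase genes (6 of 6 lower, 0.0033) and −0.89 for ATP synthase genes (11 of 12 lower, 0.00754). Mitochondrial ribosomal protein genes had a median of −0.49 (57 of 71 lower, 0.0037) and proteasome genes of 0.43 (28 of 34 higher, 0.00153). Cytoplasmic ribosomal protein genes had a median of 0.07 (adjusted p = 0.761, limma's fry test), and the direction of their test reversed with library size alone, upper-quartile factors and limma-voom, and without control replicate 2 or *Ras V12* replicate 2 (medians of −0.02 and −0.01). Malpighian tubules are rich in V-ATPase, but 9 markers of them did not exceed 20 normalized counts in any control library, which argues against such tissue as the source. The 10 most abundant genes took 14.3% of the normalized counts in control and 15.6% in *Ras V12* libraries. This difference of 1.32 percentage points is too small for a few genes to have lowered the others to this extent. A smaller share of muscle RNA was not tested for the energy families and stays open. The sarcomere genes outside Table S1 fell by a similar median of −0.98. A lower expression of the energy families in *Ras V12* hindguts may be a biological difference, but it was found and tested on the same libraries.

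The remaining lists gave these values with limma's fry test, adjusted over 12 lists. The 13 tested Toll pathway genes had a median log2 fold change of 0.08 (adjusted p = 0.851) and the 7 tested JNK target genes of −0.03 (0.178). The 16 antimicrobial peptide genes had a median of 0.88 with 8 higher and 8 lower (0.105), and 10 of them had an adjusted p under 0.05. The 10 tested S-phase genes had a median of 0.89 (0.27), 4 mitosis genes of −0.80 (0.851), 6 fat body markers of −1.05 (0.24), 2 midgut genes of 0.10 (0.851) and 3 neuron markers of 0.20 (0.851). Of 9 hemocyte markers 1 could be tested, so the list was not.

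The largest falls were those of *CG42705*, with 139, 168 and 55 in control and 0, 2 and 0 in *Ras V12* hindguts (at least 40.2-fold lower), and *CG42704*, with 361, 164 and 20 against 0, 5 and 0 (log2 fold change −5.89). *CG42704* had an adjusted p of 0.178 with limma-voom on the deposited values and 0.0885 with limma-voom on recovered reads. *CG10097* (−4.05) and *CG10096* (−4.01) overlap on the same strand over 5233 bp and cannot be counted apart with certainty, and *CG6428* had −3.87. *byn*, the gene whose regulatory region drives Gal4, had 299, 283 and 450 against 60, 144 and 97, a log2 fold change of −1.82 (limma's adjusted p = 0.00153). *spz5*, which the paper measured by RT-qPCR, had 0, 0 and 5 against 1, 23 and 1 normalized counts, too few to show a change.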
